# The Aureochrome Photoreceptor PtAUREO1a Is a Highly Effective Blue Light Switch in Diatoms

**DOI:** 10.1016/j.isci.2020.101730

**Published:** 2020-10-24

**Authors:** Marcus Mann, Manuel Serif, Thomas Wrobel, Marion Eisenhut, Shvaita Madhuri, Samantha Flachbart, Andreas P.M. Weber, Bernard Lepetit, Christian Wilhelm, Peter G. Kroth

**Keywords:** Photonics, Plant Genetics, Plant Biology, Transcriptomics

## Abstract

Aureochromes represent a unique type of blue light photoreceptors that possess a blue light sensing flavin-binding LOV-domain and a DNA-binding bZIP domain, thus being light-driven transcription factors. The diatom *Phaeodactylum tricornutum*, a member of the essential marine primary producers, possesses four aureochromes (PtAUREO1a, 1b, 1c, 2). Here we show a dramatic change in the global gene expression pattern of *P. tricornutum* wild-type cells after a shift from red to blue light. About 75% of the genes show significantly changed transcript levels already after 10 and 60 min of blue light exposure, which includes genes of major transcription factors as well as other photoreceptors. Very surprisingly, this light-induced regulation of gene expression is almost completely inhibited in independent PtAureo1a knockout lines. Such a massive and fast transcriptional change depending on one single photoreceptor is so far unprecedented. We conclude that PtAUREO1a plays a key role in diatoms upon blue light exposure.

## Highlights

• Blue light induces a very fast transcriptional response in the diatom *P. tricornutum*
• This strong response is almost completely inhibited when Aureochrome 1a is absent
• The results imply a key role of PtAureo1a in blue light-induced responses in diatoms

## Introduction

Diatoms are unicellular photoautotrophic algae that gained their plastids from secondary endosymbiosis (Archibald, 2015), in which a heterotrophic eukaryote engulfed a primitive unicellular red alga and converted it into a plastid (Cavalier-Smith, 2013). During this process, the resulting chimeric organism temporarily possessed five different genomes, two within the eukaryotic nuclei of host and endosymbiont, and three prokaryotic genomes within the mitochondria of the host and endosymbiont cell as well as one in the chloroplast. The nucleus and the mitochondria of the endosymbiont meanwhile have vanished in diatoms. Hence, a preceding massive gene transfer from the nucleus of the endosymbiont to the nucleus of the secondary host cell has to be assumed, leading to newly recombined genes and gene functions (Gruber, 2019; Nonoyama et al., 2019). Recent genome sequencing analyses showed that the diatom nuclear genome contains genes related to those of both plants and animals, including the green algal lineage, as well as a rather high percentage of bacterial genes due to lateral gene transfer (Bowler et al., 2008; Mock et al., 2017; Moustafa et al., 2009). In addition to their complex genome organization, diatoms differ in many aspects from green algae: Their cell walls consist of silica, the chloroplasts have a peculiar ultrastructure with four surrounding membranes, and the thylakoids are arranged in bands of three (Tanaka et al., 2015). Also, the basic pathways for energy conversion and carbon partitioning show a number of unusual features compared with higher plants and green or red algae (Bailleul et al., 2015; Flori et al., 2017). These genetic and physiological characteristics of diatoms are in line with an extremely fast evolution (Sims et al., 2006), leading to an estimated 100,000 diatom species (Adl et al., 2012). These evolutionary peculiarities coincide with an extraordinary ecological success: diatoms exist in nearly all aquatic and humid environments, encompassing oceans and freshwaters including their sediments, as well as soils, and aerophytic biofilms (Armbrust, 2009; Malviya et al., 2016). The diversity and environmental adaptability might be explained by the increased genetic background that may allow enhanced and unknown environmental acclimation strategies against a broad spectrum of stressors, e.g., light intensity (Lepetit et al., 2013; Wilhelm et al., 2014), UV-B (Beardall et al., 2009), as well as carbon dioxide and iron limitation (Goldman et al., 2019; Kolody et al., 2019).

For a photosynthetic organism, it is essential to determine and respond to changes in light quality and quantity. As land plants do, diatoms can sense light intensity via the activity of their photosystems and additionally possess photoreceptors that allow the sensing of both light intensity as well as wavelengths, including the diatom phytochromes (DPH) (Fortunato et al., 2016), different cryptochromes (cry) (König et al., 2017), heliorhodopsins (Pushkarev et al., 2018), and aureochromes (Kroth et al., 2017; Matiiv and Chekunova, 2018). Aureochromes have first been described in the siphonous xanthophyte *Vaucheria frigida* (Takahashi et al., 2007). They are very peculiar, as they are found in stramenopile algae only (Suetsugu and Wada, 2013), and they contain both a Flavin-binding LOV domain for blue light absorption and a bZIP domain for DNA binding (Takahashi et al., 2007). Thus, aureochromes essentially are light-responsive transcription factors and their simple topology makes them natural candidates for optogenetic tools in transcriptional regulation (Hepp et al., 2020). The common domain topology is inverted compared with all other characterized LOV proteins, with the sensory domain being located at the C terminus of the LOV receptor (Herman and Kottke, 2015). bZIP domains have a general tendency to dimerize, and only the dimeric bZIP domain is capable of binding DNA. For some aureochromes, dimerization and DNA binding have been shown to be induced by blue light (Banerjee et al., 2016b; Hisatomi et al., 2014; Nakatani and Hisatomi, 2015). However, the oligomerization state of full-length aureochromes is under debate. In the dark, PtAUREO1a has been observed as a monomer in equilibrium with a dimer (Heintz and Schlichting, 2016) or as a dimer/higher oligomer (Banerjee et al., 2016b). Light induces the dimerization of LOV domains and the association of the monomers (Herman et al., 2013; Goett-Zink et al., 2020; Kobayashi et al., 2020), which is the rate-limiting step in the process of DNA binding (Akiyama et al., 2016). The diatom *P. tricornutum* contains four genes encoding different aureochromes (Schellenberger Costa et al., 2013). Although all of them possess a LOV domain, only three of the respective gene products (PtAUREO1a/b/c) can actually bind a flavin, constituting the functional chromophore that allows detection of blue light (Banerjee et al., 2016b; Schellenberger Costa et al., 2013). The fourth aureochrome, PtAUREO2, carries a conserved mutation preventing flavin binding (Banerjee et al., 2016b), similarly to AUREO2 orthologs from other organisms.

Interestingly, the expression of some aureochromes follows a different diurnal pattern (Banerjee et al., 2016b), and there is evidence for a function of PtAUREO1a in cell cycle regulation (Huysman et al., 2013). Although previously created PtAureo1a silencing lines indicate an involvement of PtAUREO1a in triggering photosynthetic acclimation to different light colors and intensities (Schellenberger Costa et al., 2013), the influence of PtAUREO1a on the diatom transcriptome is yet unknown. It was the aim of this study to analyze the changes in the cellular transcriptome profile of the wild-type (WT) cells, PtAUREO1a-deficient mutants, as well as complemented lines of *P. tricornutum* after full acclimatization to red light and a subsequent shift to blue light. Importantly, for the light shift, we changed the wavelength, but not the number of photons absorbed by the photosystems, in order to exclude potential retrograde signaling effects induced by plastidic redox changes (Lepetit et al., 2013). Because it is known that in gene-silenced cell lines the amount of the investigated protein may be variable, we here chose to compare WT cells with two independent PtAureo1a knockout lines (Serif et al., 2017).

Our results demonstrate a dramatic change in the transcriptome upon shifting cells from red to blue light, affecting most cellular processes. This response is massively reduced in the PtAureo1a knockout lines, indicating a key role of the PtAUREO1a protein in cellular acclimation to blue light. As proteins that are known to be central in blue light responses in Archaeplastida, e.g., COP1 or HY5 (Podolec and Ulm, 2018), apparently are missing in diatoms, a fundamentally different regulation of blue light responses has to be assumed in diatoms and related algae.

## Results

### Dramatic Changes in *P. tricornutum* WT Cells When Shifted from Red to Blue Light

In order to elucidate the impact of the transcription factor PtAUREO1a on the global expression pattern of *P. tricornutum* cells, we decided to monitor expression changes after a maximal change of the light trigger from red to blue light. We acclimated *P. tricornutum* WT cells (strain Pt4) for 10 days to red light, followed by a direct shift to blue light. As monochromatic red and blue light are differentially absorbed by the photosynthetic pigments in the diatom plastids, the light intensities were adjusted to an identical amount of photosynthetically absorbed light radiation (Qphar, calculated according to Gilbert et al., 2000) of 10 μmol photons m^−2^ s^−1^. We sampled in biological triplicates and generated transcriptomes that refer to the state directly before the shift as well as 10 and 60 min after the change of the light condition (Figure 1A) in order to observe the dynamics of this process. 

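The assay was RNA sequencing of whole cells, with 3 WT libraries in red light, 3 after 10 min and 3 after 60 min of blue light. Red light was given at 28 μmol photons m-2 s-1 and blue light at 18. Total counts per WT library lay between 22337365 and 34547186, with a median of 25417002 in red light, 27033085 after 10 min and 27707714 after 60 min. The authors mapped the reads to the cDNA of the gene models with the CLC genomics workbench and tested raw counts with the GLM fit of edgeR. Their numbers of genes rest on an adjusted p below 0.01, and their methods also give a limit of 0.05. Here their deposited counts per gene were used as they stand, and reads were not mapped again. TPM values are those of the authors, given as mean and SD over libraries. Changes were tested with edgeR's quasi-likelihood test in a single model of the 9 groups of strain and time, fixed before the data were examined, with the Benjamini-Hochberg adjustment over 11464 genes with enough counts. Scaling moves the WT values at 10 min. Counts were scaled by the trimmed mean of M-values (TMM), which sets the median change of all genes after 10 min to -0.31 log2 units, while scaling by total counts alone sets it to -1.41. On total counts each log2-fold change of the WT after 10 min is therefore lower by 1.10 than printed, and each change from 10 to 60 min higher by 0.98. The median of all genes after 60 min moved by only 0.12 between TMM and total counts. Scaled to the reference gene of the qPCR, Phatr3_J47943, it was -0.52 there, against -0.022 with TMM. That gene itself took a larger share of reads in every WT library after 60 min than in red light. In both knockout lines its share was smaller in every blue light library than in red light. Counts of genes relative to it therefore carry its own change. Reads that fit near-identical gene copies may be shared among them, so values of such copies are uncertain.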

We had decided for the relatively short times of 10 and 60 min, because we expected that aureochromes as transcription factors may induce changes in gene transcription rapidly. 

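Phatr3_J34307, annotated as a protochlorophyllide oxidoreductase, an enzyme of chlorophyll synthesis, rose in WT cells from 1.52 ± 1.43 to 460.4 ± 62.9 TPM (SD, n = 3 each) within 10 min of blue light. Its log2-fold change was 9.39 (standard error 0.37, adjusted p = 1.7e-14) in edgeR's quasi-likelihood test. A second gene annotated as such an enzyme, Phatr3_J13001, fell from 608 ± 106 to 1.14 ± 0.368 TPM (SD, n = 3 each) by 60 min, a log2-fold change of -9.04 (standard error 0.26, adjusted p = 3.2e-15) in the same edgeR test. Of the genes in the table 11464 had enough counts to be tested. In the WT, 10072 genes passed an adjusted p below 0.01 from edgeR in at least 1 of the 3 comparisons between times. That is 87.9% of the tested genes and 81.9% of the table.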

Mapping of RNA-seq reads to the *P. tricornutum* genome (Phatr3, protists.ensembl.org/Phaeodactylum_tricornutum) identified 10,854 differentially expressed genes (87.6% of total genes). For the quantitative analyses reported here, only statistically significant changes of transcript abundance with a Benjamini-Hochberg corrected q-value of <0.01 were taken into account (Benjamini and Hochberg, 1995). In the WT, the principal component analysis (PCA) shows a dramatic change of total gene expression after the shift from red to blue light (Figure 1B). 

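PTD15, a fatty acid desaturase, rose from 0.834 ± 0.107 to 76.1 ± 7.18 TPM (SD, n = 3 each) after 10 min in the WT, a log2-fold change of 7.53 (standard error 0.39, adjusted p = 9.1e-13) in edgeR's quasi-likelihood test. The glutathione S-transferase gene Phatr3_J15764, whose product acts in detoxification, rose from 4.05 ± 1.02 to 244 ± 27.8 TPM (SD, n = 3 each), and the edgeR change was 6.97 (standard error 0.24, adjusted p = 1.9e-15). In the other direction, the fatty acid hydroxylase gene Phatr3_EG01649 fell from 43.2 ± 4.93 to 0.166 ± 0.152 TPM (SD, n = 3 each), with -6.97 (standard error 0.42, adjusted p = 7.4e-12) from edgeR. The catalase gene Phatr3_J22418, whose product breaks down hydrogen peroxide, fell from 48.8 ± 4.91 to 0.686 ± 0.193 TPM (SD, n = 3 each), and edgeR gave -5.09 (standard error 0.26, adjusted p = 6.0e-13). Over all genes, z-scored TPM of WT libraries in red light and after 10 min lay 191 units apart on average. Red light and 60 min lay 149 units apart, and 10 and 60 min 209.6. These distances are described, not tested.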

The three independent replicates of each time point consistently group together, whereas the samples of the individual time points show a clear separation (Figure 1B). 

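Pt_HSF3.1b, a heat shock factor gene, had 9.93, 2.04 and 1.29 TPM in the 3 red light libraries of the WT, 928, 518 and 398 after 10 min and 286, 209 and 235 after 60 min. The transcription factor gene Phatr3_J48554 had 92.7, 170.4 and 379 TPM in red light, and 1.44, 0.773 and 1.45 after 10 min. For some blue light induced genes the first red light library stood apart from the others. Lhcx1, a light-harvesting protein of photoprotection, had 3515, 980.5 and 733 TPM in red light and 7270, 6568 and 6909 after 10 min. Pt_HSF2.2c, another heat shock factor gene, had 1820, 272 and 134 TPM in red light. Within groups the libraries of the WT lay 69.6 units apart in red light, 51.4 after 10 min and 57.0 after 60 min on the z-scores of all genes, each less than the 148.7 units between red light and 60 min. With 3 libraries per group, spread within a group rests on 3 pairs.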

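Phatr3_J37918, annotated as a PGR5-like protein of cyclic electron flow, had 9.68 ± 3.22, 626 ± 212 and 7.62 ± 1.14 TPM (SD, n = 3 each) at 0, 10 and 60 min, and rose by 7.07 (standard error 0.24, adjusted p = 1.8e-15) log2 units to 10 min in edgeR's quasi-likelihood test. Phatr3_J23444, annotated as the plastid translation factor GUF1, instead had 12.4 ± 3.34, 66.8 ± 13.9 and 657 ± 99.8 TPM (SD, n = 3 each), and between 10 and 60 min it rose by 2.33 (standard error 0.20, adjusted p = 1.9e-09) log2 units in edgeR. On component 1 of the z-scored TPM of all 24 samples the WT means were 14.7, 169.3 and 49.9 at these times. On component 2 they were -9.1, 49.1 and -104. Component 1 held 45.9% and component 2 19.2% of the variance of 12180 genes. With log2 TPM not scaled per gene the shares were 63.1% and 18.8%, and with TMM-scaled counts 47.3% and 23.7%.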

The initial shift is covered in principal component 1 that explains 48.96% of the total variation, whereas the long-term reaction is mainly associated with principal component 2 that explains 20.47% of the total variation. This indicates that drastic changes in the gene expression pattern already occur 10 min after the shift to blue light, which differs strongly from the pattern at 60 min. 

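PPdK, the pyruvate phosphate dikinase of carbon metabolism, had 108 ± 24.4, 642 ± 40.5 and 5.02 ± 1.73 TPM (SD, n = 3 each) at 0, 10 and 60 min. Between 10 and 60 min it fell by 8.00 (standard error 0.29, adjusted p = 4.1e-15) log2 units in edgeR's quasi-likelihood test. Phatr3_J26029, a nitrate transporter gene, rose between 10 and 60 min from 1148 ± 362 to 10050 ± 117 TPM (SD, n = 3 each), a change of 2.15 (standard error 0.25, adjusted p = 1.9e-07) in edgeR. Phatr3_J21557, whose product resembles the ribosome assembly factor BRX1, rose from 0.454 ± 0.262 to 125 ± 13.1 TPM (SD, n = 3 each) over the same time, with 7.13 (standard error 0.31, adjusted p = 4.4e-14) from edgeR. In the direct comparison of 60 with 10 min, 4499 genes were higher and 3996 lower at an adjusted p below 0.01 from edgeR, with 2969 not passing. The split depends on the scaling: 7010 were higher and 2130 lower on total counts, 5539 and 3105 with the upper quartile, and 3732 and 4745 with the median of ratios. Direct comparison is used because both times share the red light libraries as reference.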

Plotting probability values against log2-fold changes (Figure S1) indicates that the total number of upregulated genes is higher after 10 min, whereas the number of downregulated genes becomes higher after 60 min (both compared with the 0 min sample). 

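Among the genes that rose most in 10 min was Phatr3_J49336, a GCN5-related acetyltransferase gene, from 0.859 ± 0.841 to 136 ± 14.0 TPM (SD, n = 3 each), with a log2-fold change of 8.48 (standard error 0.46, adjusted p = 1.5e-12) in edgeR's quasi-likelihood test. Phatr3_EG02562, annotated as a lactate dehydrogenase, fell from 30.4 ± 2.17 to 0.619 ± 0.0969 TPM (SD, n = 3 each) in the same time, by 4.59 (standard error 0.12, adjusted p = 1.3e-16) log2 units in edgeR. After 60 min the highest rises included Phatr3_J10567, without a described function, at 6.08 (standard error 0.38, adjusted p = 3.3e-11) from edgeR. After 10 min 3436 genes rose and 5065 fell at an adjusted p below 0.01 from edgeR. After 60 min 3488 rose and 3499 fell, against 2970 and 3943 on total counts and 1675 and 5681 relative to the qPCR reference gene. The split at 10 min depends on the scaling too: 1796 rose and 7995 fell on total counts, 2570 and 6450 with the upper quartile, 4049 and 4260 with the median of ratios, and 2172 and 7024 relative to the reference gene of the qPCR. More genes fell than rose at 10 min under each of them.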

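Lhcr8, a light-harvesting protein gene, rose from 24.4 ± 11.5 to 1025 ± 45.7 TPM (SD, n = 3 each) within 10 min, a log2-fold change of 6.45 (standard error 0.28, adjusted p = 5.3e-14) in edgeR's quasi-likelihood test. Phatr3_J33435, a fatty acid hydroxylase gene, fell from 86.7 ± 19.0 to 1.15 ± 0.121 TPM (SD, n = 3 each), with -5.19 (standard error 0.21, adjusted p = 1.6e-14) from edgeR. Both belong to the 8501 genes that passed an adjusted p below 0.01 from edgeR at 10 min, 74.2% of those tested. By direction these were 30.0% that rose and 44.2% that fell, and on total counts 1796 genes rose and 7995 fell.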

After 10 min, about 74% of the genes are differentially regulated. 

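By 60 min Phatr3_J46444, annotated as an electron carrier protein, had fallen from 383 ± 124 to 1.07 ± 0.424 TPM (SD, n = 3 each), a log2-fold change of -8.49 (standard error 0.39, adjusted p = 5.8e-13) in edgeR's quasi-likelihood test. PYC1, the pyruvate carboxylase that feeds the citric acid cycle, fell from 115 ± 47.4 to 0.884 ± 0.628 TPM (SD, n = 3 each), and edgeR gave -7.01 (standard error 0.40, adjusted p = 1.4e-11). Phatr3_J13076, a formate and nitrite transporter gene, rose from 18.7 ± 6.21 to 424 ± 14.5 TPM (SD, n = 3 each), at 4.56 (standard error 0.23, adjusted p = 2.0e-12) in edgeR. At this time 6987 genes passed an adjusted p below 0.01 from edgeR, 30.4% of the tested genes by rising and 30.5% by falling, while relative to the qPCR reference gene 1675 rose and 5681 fell. The remaining 39.0% did not pass, while with replicate number as a block 8322 genes passed.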

About 60 min after the light shift, the number of non-regulated genes increased slightly to 39%, whereas about 30% of genes each are either up- or downregulated.

**Figure 1:**
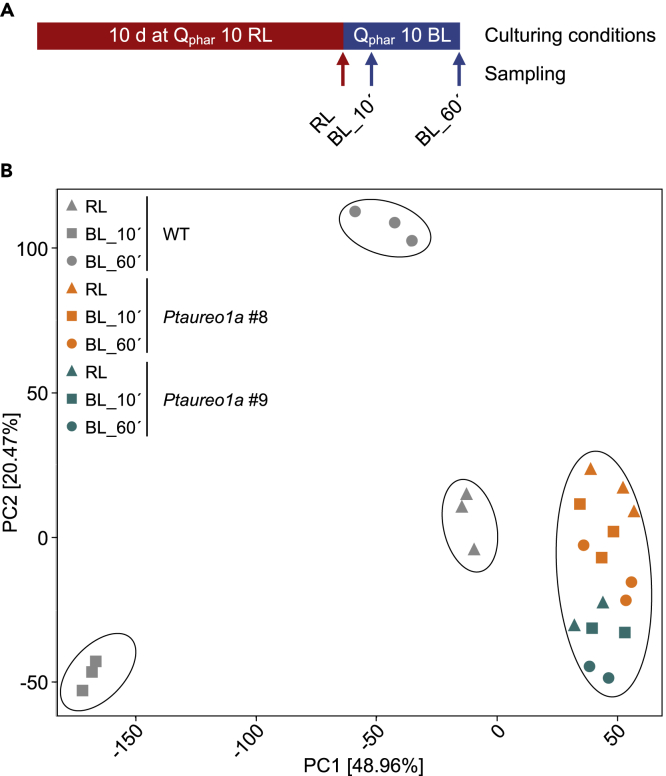
Transcriptomic Analyses of *P. tricornutum* Cells after a Shift from Red Light to Blue Light WT cells (three biological replicates), two independent Ptaureo1a mutant cells lines, *PtAureo1a #8* (three biological replicates) and *#9* (two biological replicates), were studied. (A) Scheme depicting the cultivation of the cell lines for 10 days at red light, followed by a shift to blue light comprising the identical amount of photosynthetically absorbed light quanta (Q_phar_). Samples were taken directly before the light shift (RL), and 10 (BL 10′) and 60 min (BL 60′) after the light shift. (B) Principal component analysis (PCA) shows initial changes for component 1 and long-term changes for component 2. WT samples in the same acclimation state, as well as all PtAureo1a mutant samples, are encircled.

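Phatr3_J45663, an aminotransferase gene, belonged to a cluster that was lower after 10 min, and had 104 ± 10.8, 3.55 ± 0.242 and 70.5 ± 0.882 TPM (SD, n = 3 each) at 0, 10 and 60 min. Its 10 min change was -3.83 (standard error 0.14, adjusted p = 3.8e-15) log2 units in edgeR's quasi-likelihood test. Phatr3_J16142, a gene of the ATP-binding cassette transporters, belonged to a cluster that was higher, with 35.7 ± 9.90, 1433 ± 45 and 334 ± 30.0 TPM (SD, n = 3 each) and 6.37 (standard error 0.23, adjusted p = 3.8e-15) at 10 min in edgeR. Phatr3_J23908, an oxoglutarate and malate translocator gene, was in the other higher cluster, with 12.4 ± 6.14, 170.4 ± 36.1 and 166 ± 6.52 TPM (SD, n = 3 each) and 4.85 (standard error 0.28, adjusted p = 5.1e-12) at 10 min in edgeR. K-means with 8 clusters on z-scored TPM of 11464 genes gave 6 clusters lower and 2 higher at 10 min, with 9545 genes, 83.3%, in the lower ones. On TMM-scaled counts it was 5 lower and 3 higher clusters with 63.4% of genes in the lower ones, because TPM carries the shift of all genes at 10 min. With WT means alone the lower clusters held 80.2%, with 6 clusters 86.7% and with 10 clusters 81.1%. No test underlies a cluster.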

In a hierarchical cluster analysis, we could identify eight clusters with different expression patterns (Figure 2A, gray lines): In clusters 1–5, gene expression decreases after 10 min, whereas clusters 6–8 show an increase of gene expression after 10 min. However, only in clusters 1,2, and 6 the increase/decrease is sustained after 60 min, whereas the other clusters return back to the original expression at t = 0 in a more or less strongly pronounced way or show the opposite response. 

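Pt_HSF1.1c, a heat shock factor gene in a cluster that stayed higher, had 38.3 ± 14.4, 587 ± 377 and 598 ± 244 TPM (SD, n = 3 each) at 0, 10 and 60 min, and its 60 min change was 4.02 (standard error 0.43, adjusted p = 7.9e-08) log2 units in edgeR's quasi-likelihood test. Phatr3_J49785, annotated as a protein repair methyltransferase, was in a cluster that stayed lower, with 243 ± 18.9, 8.15 ± 2.33 and 1.41 ± 0.646 TPM (SD, n = 3 each) and -7.41 (standard error 0.24, adjusted p = 1.3e-14) at 60 min in edgeR. By contrast Phatr3_J54602, annotated as a kinesin light chain, a motor protein part, came back, with 444 ± 115, 10.7 ± 0.540 and 378 ± 19.9 TPM (SD, n = 3 each) and a 60 min change of -0.18 (standard error 0.18, adjusted p = 0.40) that did not pass in edgeR. Clusters are numbered here by their own order, not as in the paper. In units of z-scored TPM relative to red light, the mean of the 629 genes of the rising cluster 7 was 1.20 at 10 min and 2.06 at 60 min. Cluster 3, with 2309 genes, stood at -1.26 and -1.005, and cluster 1, with 410 genes, at -2.27 and -1.21. Cluster 8, with 1290 genes, went from 2.72 to 0.19.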

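Phatr3_J11703, annotated as transducin beta-like protein 3 of ribosome assembly, had 4.44 ± 2.23, 0.354 ± 0.0712 and 46.0 ± 5.26 TPM (SD, n = 3 each) at 0, 10 and 60 min. It fell by 2.58 (standard error 0.30, adjusted p = 1.5e-07) log2 units to 10 min, and stood 3.45 (standard error 0.24, adjusted p = 1.8e-10) above red light at 60 min in edgeR's quasi-likelihood test. Phatr3_J20335, an RNA helicase gene, had 4.69 ± 1.46, 0.166 ± 0.0617 and 24.8 ± 1.74 TPM (SD, n = 3 each), with changes of -3.80 ± 0.28 and 2.47 ± 0.18 (standard error) that both passed in edgeR. Both sit in cluster 5 of 1390 genes, whose mean z-score was 1.14 lower than in red light at 10 min and 2.21 higher at 60 min. Cluster 2, with 1623 genes, was 2.06 lower and then 0.37 higher. Among list members, cluster 5 held 38 of 47 ribosome biogenesis genes, 83 of 121 ribosomal protein genes and 31 of 66 translation factor genes.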

Interestingly, clusters 4 and 5 show a strong decrease after 10 min, whereas, after 60 min, the expression values are higher than the starting point. The opposite behavior can be observed in cluster 8. 

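Phatr3_J51134, a chaperone gene, had 76.1 ± 15.6, 750.1 ± 77.1 and 8.38 ± 1.76 TPM (SD, n = 3 each) at 0, 10 and 60 min. It rose by 4.34 (standard error 0.20, adjusted p = 1.4e-13) log2 units at 10 min and was -3.13 (standard error 0.19, adjusted p = 2.9e-11) relative to red light at 60 min in edgeR's quasi-likelihood test. The peroxiredoxin gene Phatr3_J38534, whose product reduces peroxides, had 82.9 ± 67.4, 403 ± 35.3 and 43.2 ± 3.71 TPM (SD, n = 3 each), and rose by 3.35 (standard error 0.34, adjusted p = 2.2e-08) at 10 min, while its 60 min change of -0.85 (standard error 0.32, adjusted p = 0.026) did not pass in edgeR. Of all 3436 genes that rose by 10 min, 650 lay below red light at 60 min, 1117 did not pass and 1669 were still above it in edgeR. Both comparisons share the red light libraries. Cluster numbers here are not those of the paper, and neither of the 2 rising clusters found here had a mean below red light at 60 min.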

When sorting genes according to gene ontology (GO), it becomes obvious that specifically the number of genes encoding enzymes of the light reaction, the Calvin-Benson cycle, glycolysis, and fatty acid metabolism, are strongly upregulated, especially after 10 min of blue light exposure. Instead, the majority of genes involved in tetrapyrrole synthesis is down-regulated (Figure 2B). 

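GapC4, a glyceraldehyde-3-phosphate dehydrogenase listed under both the Calvin-Benson cycle and glycolysis, rose from 31.9 ± 11.3 to 562 ± 89.1 TPM (SD, n = 3 each) in 10 min, a log2-fold change of 5.19 (standard error 0.25, adjusted p = 2.4e-13) in edgeR's quasi-likelihood test. PK1, a pyruvate kinase of glycolysis, rose from 69.9 ± 16.7 to 703 ± 39.7 TPM (SD, n = 3 each), with 4.37 (standard error 0.16, adjusted p = 4.0e-15) from edgeR. Phatr3_EG02619, a fatty acid desaturase gene, rose from 49.7 ± 12.8 to 391 ± 25.8 TPM (SD, n = 3 each), with 4.02 (standard error 0.17, adjusted p = 5.9e-14) from edgeR. The ferredoxin reductase gene Phatr3_J15777, at the end of photosynthetic electron flow, rose from 54.3 ± 9.86 to 350.1 ± 28.3 TPM (SD, n = 3 each), and edgeR gave 3.73 (standard error 0.11, adjusted p = 2.4e-16). Against the trend, the aldolase gene Phatr3_J13235 fell by 4.28 (standard error 0.16, adjusted p = 6.9e-15) log2 units in edgeR. At an adjusted p below 0.01 from edgeR, 18 of 26 Calvin-Benson genes rose and 2 fell, 25 and 8 of 43 glycolysis genes, 31 and 13 of 49 fatty acid genes, and 17 and 5 of 32 electron transport genes. Of 46 light-harvesting genes 12 rose, 4 fell and 30 did not pass. Adjusted over the list alone, 31 fatty acid genes rose and 14 fell, and 10 light-harvesting genes rose and 4 fell. Directions depend on scaling, as on total counts 8 electron transport genes rose and 17 fell, 8 and 21 light-harvesting genes, 19 and 20 glycolysis genes, 27 and 18 fatty acid genes, and 13 and 9 Calvin-Benson genes. The fatty acid list, taken from descriptions, includes 2 carotenoid desaturases. The competitive test camera gave an adjusted p = 3.2e-04 for the Calvin-Benson list with a preset correlation and adjusted p = 0.64 with an estimated correlation; for glycolysis 5.8e-04 and 0.66, for fatty acids 8.1e-04 and 0.58, for electron transport 0.0087 and 0.49.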

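HemF_2, a coproporphyrinogen oxidase of the path to heme and chlorophyll, had 137 ± 41.4, 15.2 ± 0.991 and 3.51 ± 3.16 TPM (SD, n = 3 each) at 0, 10 and 60 min, and fell by 2.12 (standard error 0.33, adjusted p = 8.0e-06) log2 units to 10 min in edgeR's quasi-likelihood test. Phatr3_EG01496, annotated as a chlorophyll synthesis protein, fell from 12.1 ± 2.79 to 0.119 ± 0.0992 TPM (SD, n = 3 each) by 60 min, with -6.47 (standard error 0.44, adjusted p = 1.2e-10) from edgeR. Phatr3_J12155, a protochlorophyllide oxidoreductase gene, fell from 973 ± 289.8 to 31.6 ± 10.9 TPM (SD, n = 3 each), and edgeR gave -4.92 (standard error 0.33, adjusted p = 1.1e-10). HemF_3, a further coproporphyrinogen oxidase, instead rose by 2.69 (standard error 0.14, adjusted p = 1.2e-12) log2 units at 10 min in edgeR. Of 31 tetrapyrrole genes, 13 fell, 5 rose and 13 did not pass at 10 min by edgeR, or 12 and 5 adjusted over the list alone. On total counts 25 fell and 4 rose, and with the median of ratios 8 and 7. After 60 min 19 fell and 4 rose in edgeR. The camera test of the list gave an adjusted p = 0.99 at 10 min, and at 60 min adjusted p = 0.0074 with a preset and adjusted p = 0.72 with an estimated correlation.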

Pathways that are involved in generation of proteins, e.g., genes encoding enzymes involved in RNA elongation and protein synthesis, interestingly show a strong down-regulation after 10 min, followed by an upregulation after 60 min.

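Phatr3_J15757, annotated as IMP3 of the U3 particle that matures ribosomal RNA, had 32.6 ± 5.93, 0.407 ± 0.116 and 32.6 ± 3.29 TPM (SD, n = 3 each) at 0, 10 and 60 min, and fell by 5.25 (standard error 0.22, adjusted p = 3.3e-14) log2 units to 10 min in edgeR's quasi-likelihood test. Phatr3_J12394, a ribosome biogenesis gene, rose from 9.20 ± 1.71 to 99.6 ± 5.45 TPM (SD, n = 3 each) by 60 min, with 3.50 (standard error 0.20, adjusted p = 9.6e-12) from edgeR. For the RNA polymerase I subunit gene Phatr3_EG00447 the edgeR changes were -3.28 (standard error 0.14, adjusted p = 5.1e-14) at 10 min and 1.09 (standard error 0.12, adjusted p = 7.3e-08) at 60 min. Phatr3_J10674, a translation initiation factor gene, fell by 2.50 (standard error 0.20, adjusted p = 7.3e-10) at 10 min, while the elongation factor G gene Phatr3_J11189 rose by 4.04 (standard error 0.15, adjusted p = 5.5e-15) in edgeR. Of 47 ribosome biogenesis genes 38 fell and 1 rose at 10 min, and 41 rose and 2 fell at 60 min in edgeR. Of 121 ribosomal protein genes 38 fell, 21 rose and 62 did not pass at 10 min (34 and 20 adjusted over the list alone, 103 and 5 on total counts, and 16 and 33 with the median of ratios), and 70 rose and 3 fell at 60 min. Among 66 translation factor genes 21 fell and 28 rose at 10 min, which turns to 49 and 9 on total counts, and 55 rose and 4 fell at 60 min. Among 33 RNA polymerase genes 13 fell and 8 rose at 10 min (26 and 5 on total counts, 12 and 12 with the median of ratios), and 20 rose and 4 fell at 60 min. Relative to the qPCR reference gene 14 ribosomal protein genes rose and 11 fell at 60 min, 26 and 9 translation factor genes, and 11 and 8 RNA polymerase genes. In the camera test ribosome biogenesis was lower at 10 min at an adjusted p = 8.9e-06 with a preset and adjusted p = 0.72 with an estimated correlation, and higher at 60 min at 2.6e-11 and 0.58.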

**Figure 2:**
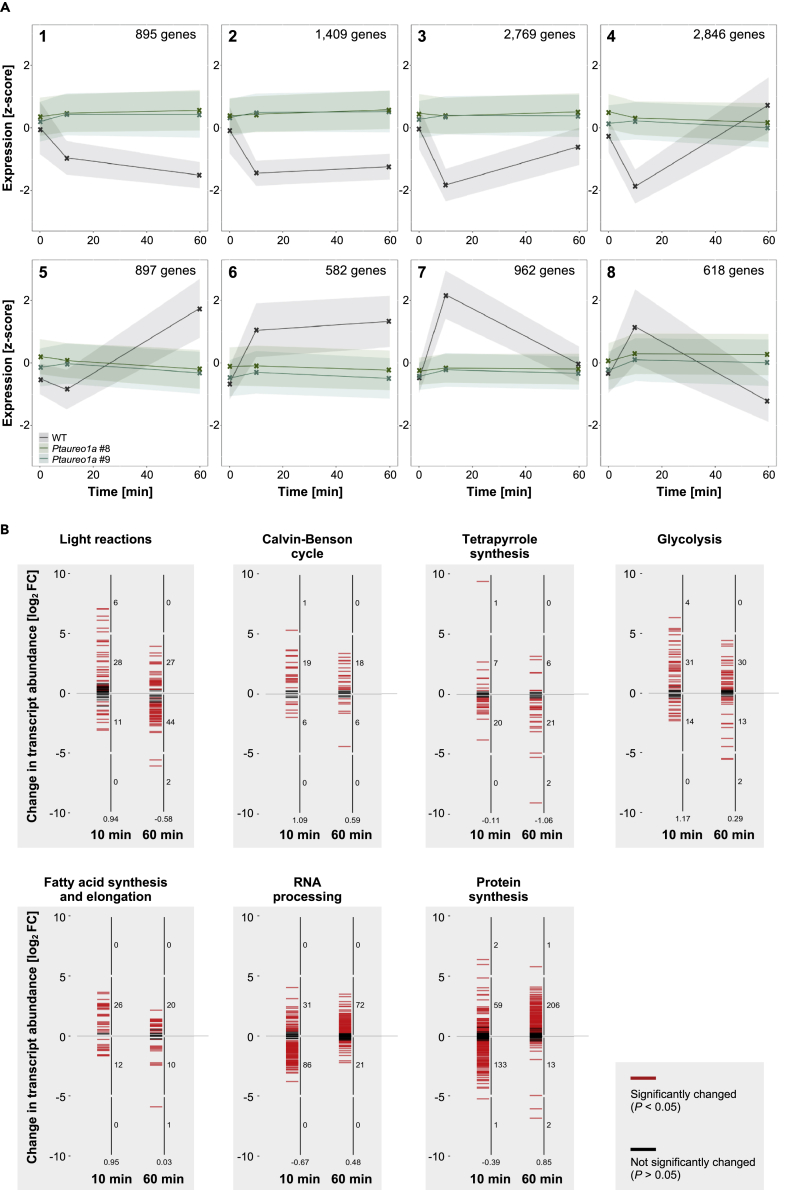
Clustering of Transcripts According to Blue Light Responses of Genes of Selected Pathways (A) We identified eight clusters that show different responses 10 and 60 min after a shift to blue light. The gray area indicates the range of transcript numbers of the WT cells, the green areas that of the two mutant cells lines. Where the area of both mutant lines overlaps, it is depicted in a darker green. (B) Clustering of up- and downregulated genes in WT cells in specific pathways that show a clear tendency. The y axis refers to log_2_-fold change at the respective time point compared with time point 0 (FC = fold change). The small numbers at the right side of the vertical axis indicate the number of genes regulated in the respective log_2_-fold interval covering five units, and the small number below the y axis refers to the average log_2_-fold change of all genes of this pathway.

In order to investigate how a shift to blue light may lead to such a quick response, we studied the expression of transcription factors more closely. 

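Pt_HSF1a, a heat shock factor gene, is an example of a measured factor, with 140.1 ± 2.99, 29.1 ± 10.1 and 68.5 ± 13.4 TPM (SD, n = 3 each) at 0, 10 and 60 min in the WT. It fell by 1.23 (standard error 0.18, adjusted p = 2.8e-06) log2 units in 10 min in edgeR's quasi-likelihood test. Pt_RGQ2, a transcription factor gene outside the large families, rose from 17.4 ± 3.98 to 149.5 ± 25.8 TPM (SD, n = 3 each), with 4.15 (standard error 0.15, adjusted p = 4.6e-15) from edgeR. The table of the authors lists 214 factors; 211 of its entries have an identifier in the count table, and these are 208 different genes, all with reads and all tested.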

A total of 214 transcription factors have been identified so far in the genome of *P. tricornutum* (Rayko et al., 2010; Matthijs et al., 2017), of which 210 could be detected and identified within our transcriptome dataset. 

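Pt_Myb1R_SHAQKYF4, a Myb factor gene, rose from 22.2 ± 15.3 to 994 ± 132 TPM (SD, n = 3 each) in 10 min, a log2-fold change of 6.55 (standard error 0.32, adjusted p = 3.7e-13) in edgeR's quasi-likelihood test. Pt_HSF4.6f, a heat shock factor gene, fell from 89.4 ± 3.34 to 2.01 ± 0.272 TPM (SD, n = 3 each), with -4.44 (standard error 0.16, adjusted p = 4.0e-15) from edgeR. After 60 min Pt_HSF4.3a, of the same family, had fallen by 6.89 (standard error 0.36, adjusted p = 3.1e-12) log2 units in edgeR. Of 208 factors 85 rose and 88 fell at 10 min, 40.9% and 42.3%, at an adjusted p below 0.01 from edgeR over all genes, and 86 and 88 adjusted over the list alone. On total counts 57 rose and 126 fell, and with the median of ratios 95 and 71. At 60 min 62 rose and 69 fell, 29.8% and 33.2%, against 54 and 83 on total counts and 31 and 114 relative to the reference gene.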

Illumination with blue light results in a fast and pronounced response among these transcription factors: exposure to blue light for 10 min yielded a significant transcript increase of 40% and decrease of 42% of transcription factors, whereas after 60 min blue light exposure, 29% of transcription factor genes were upregulated and 33% were downregulated (Table 1). When the two different blue light samples (10 and 60 min) were compared with each other, it became apparent that these were in different adaptive states, with 33% of transcription factors upregulated and 44% downregulated after 60 min in comparison with the shorter blue light exposure. Thus, a short-term and a longer-term regulation can be seen in the WT cells, similarly to what was observed for the whole transcriptome. 

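Pt_Myb1R_SHAQKYF6, a Myb factor gene, fell from 62.2 ± 11.8 to 0.81 ± 0.308 TPM (SD, n = 3 each) between 10 and 60 min, a log2-fold change of -7.27 (standard error 0.22, adjusted p = 4.1e-16) in edgeR's quasi-likelihood test. Pt_HSF1b, a heat shock factor gene, rose from 1.31 ± 0.137 to 125 ± 3.25 TPM (SD, n = 3 each), with 5.59 (standard error 0.19, adjusted p = 1.7e-15) from edgeR. Between these times 71 of 208 factors rose and 94 fell in edgeR, 34.1% and 45.2%. On total counts it was 110 and 73, so which direction prevails depends on the scaling.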

In order to identify groups of transcription factors that are more influenced by blue light exposure than others, we here examined the most prominent classes of transcription factors known in *P. tricornutum* in more detail. A total of 70 HSFs (heat shock factors), 40 zinc finger proteins, 34 Myb factors, 23 bZIP (basic leucine zipper domain) transcription factors, and 7 bHLH proteins together correspond to 81% of all transcription factors found in *P. tricornutum* (Rayko et al., 2010; Matthijs et al., 2017) (Table 1). In the WT cells, the shift from red to blue light led to a significant up- or downregulation of most of the members of these transcription factor classes after 10 min (see also Figure S2). 

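Pt_HSF1.3b, a heat shock factor gene, rose from 27.7 ± 8.16 to 472 ± 44.3 TPM (SD, n = 3 each) in 10 min, a log2-fold change of 5.14 (standard error 0.18, adjusted p = 3.1e-15) in edgeR's quasi-likelihood test. Pt_CCHH19, a zinc finger gene, fell from 4.69 ± 0.945 to 0.230 ± 0.0756 TPM (SD, n = 3 each), with -3.26 (standard error 0.24, adjusted p = 1.9e-10) from edgeR. Pt_sigma70.6, whose product directs the plastid RNA polymerase, rose from 28.6 ± 14.7 to 556 ± 28.9 TPM (SD, n = 3 each), and edgeR gave 5.34 (standard error 0.23, adjusted p = 5.9e-14). By edgeR 88.2% of 68 heat shock factors changed at 10 min, 75% of 32 Myb, 81.8% of 22 bZIP, 87.2% of 39 zinc finger and 71.4% of 7 bHLH factors. By direction, 26 heat shock factors rose and 34 fell (17 and 42 on total counts, 28 and 30 with the median of ratios), 9 and 15 Myb factors (7 and 22, 11 and 10), and 7 and 1 of 8 sigma-70 factors under each scaling.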

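Pt_bHLH5, a bHLH factor gene, fell from 3.94 ± 0.914 to 0.195 ± 0.137 TPM (SD, n = 3 each) by 60 min, a log2-fold change of -4.24 (standard error 0.40, adjusted p = 1.6e-08) in edgeR's quasi-likelihood test. Pt_CCHH15, listed as a zinc finger gene, fell from 50.9 ± 7.29 to 7.78 ± 1.77 TPM (SD, n = 3 each), with -2.66 (standard error 0.16, adjusted p = 1.8e-11) from edgeR. Pt_CCHH13, of the same family, rose from 17.1 ± 1.83 to 62.3 ± 10.1 TPM (SD, n = 3 each), and edgeR gave 1.92 (standard error 0.12, adjusted p = 3.6e-11). At 60 min 69.1% of the heat shock factors, 53.1% of the Myb, 63.6% of the bZIP, 56.4% of the zinc finger and 57.1% of the bHLH factors passed an adjusted p below 0.01 from edgeR in either direction.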

The prolonged blue light treatment of 60 min resulted in more than 50% of transcripts of all major transcription factor classes to be up- or downregulated compared with the red light conditions. The large family of HSFs were substantially affected here with over 51% of transcripts downregulated and 17% upregulated at BL_60, respectively, whereas about 50% of the bZIP factors show an increased transcript abundance after 10 min.

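Pt_HSF4.7a, a heat shock factor gene, fell from 501 ± 54.6 to 18.9 ± 8.55 TPM (SD, n = 3 each) by 60 min, a log2-fold change of -4.70 (standard error 0.21, adjusted p = 5.5e-13) in edgeR's quasi-likelihood test. Pt_HSF3.1c went the other way at 10 min, from 22.5 ± 8.40 to 318 ± 94.6 TPM (SD, n = 3 each), with 4.88 (standard error 0.30, adjusted p = 1.2e-11) from edgeR. Pt_bZIP9, a bZIP factor gene, rose from 44.6 ± 19.6 to 182 ± 6.45 TPM (SD, n = 3 each) in 10 min, and edgeR gave 3.08 (standard error 0.21, adjusted p = 5.2e-11). Of 68 heat shock factors 35 fell and 12 rose at 60 min by edgeR, 51.5% and 17.6%, and falls prevailed under each scaling. Of 22 bZIP factors, the aureochromes among them, 12 rose and 6 fell at 10 min, 54.5% and 27.3%, which on total counts was 10 and 9.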

**Table 1:** Effect of Blue Light Treatment on Transcript Levels of Transcription Factors

Transcription Factors	Regulation	WT_10 min_BL	WT_60 min_BL	WT_60 min/10 min_BL
All (214)	Up	86 (40%)	62 (29%)	71 (33%)
	Down	89 (42%)	70 (33%)	96 (44%)
HSF (70)	Up	26 (37%)	12 (17%)	18 (26%)
	Down	34 (49%)	36 (51%)	32 (71%)
Myb (34)	Up	9 (26%)	11 (32%)	17 (50%)
	Down	17 (50%)	7 (21%)	10 (29%)
bZIP (23)	Up	12 (52%)	4 (17%)	3 (13%)
	Down	6 (26%)	11 (48%)	17 (74%)
Zinc finger (40)	Up	17 (43%)	13 (33%)	17 (43%)
	Down	16 (40%)	9 (23%)	14 (35%)
bHLH (7)	Up	3 (43%)	3 (43%)	1 (14%)
	Down	2 (29%)	1 (14%)	5 (71%)

Given are numbers of significantly up-/down-regulated genes belonging to five important transcription factor classes found in *P. tricornutum* together with percentages with regard to all factors of that group (in parentheses). The total number of members of each group is given in parentheses (HSF, heat shock factors; Myb; bZIP, basic region leucine zipper; Zinc finger; bHLH, basic-helix-loop-helix).

### Differential Gene Expression in PtAureo1a Knockout Mutants

Previous studies revealed a regulatory function of PtAUREO1a in different processes such as high light acclimation and cell cycle (Huysman et al., 2013; Schellenberger Costa et al., 2013). In order to unravel the general function in blue light responses, we examined PtAureo1a knockout mutants in an identical experimental setting as described for the WT cells, including the same growth conditions and acclimation to red light. 

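PtAureo1a, the gene targeted in both lines, had 67.9, 57.8 and 60.2 TPM in the 3 red light libraries of Ptaureo1a#8, 72.0, 62.9 and 60.3 after 10 min and 75.0, 74.0 and 63.4 after 60 min of blue light. In Ptaureo1a#9 it had 59.0 and 74.4 TPM in red light, 64.7 and 69.3 after 10 min and 81.0 and 71.6 after 60 min. WT libraries held 261, 386 and 382 TPM in red light, 52.6, 93.6 and 102 after 10 min and 26.4, 21.8 and 9.28 after 60 min. So reads of the gene were counted in every sample of both lines. Whether those transcripts carry the edits was not analysed here. The assay was the same RNA sequencing, with 3 libraries per time for Ptaureo1a#8 and 2 biological replicates per time for Ptaureo1a#9. Total counts per library were 24480709 to 32884611 in Ptaureo1a#8, with a median of 27839705. Each Ptaureo1a#9 replicate is the sum of 2 runs, and these sums were 59508166 to 72940379, with a median of 64533522. The authors compared the strains with the same edgeR procedure as for the WT. Here mutants, WT and times share the model of 9 groups, and a different light response is tested as the interaction of strain and time. Scaling moves the 10 min interactions too. On total counts each is higher by about 1.07 log2 units in Ptaureo1a#8 and 1.12 in Ptaureo1a#9 than printed. Which 2 runs form a replicate of Ptaureo1a#9 could change its numbers: sample labels pair runs by their first number, a table of the authors by the second, and the labels were followed. Neither way paired runs that were more alike. Chi-square per gene was 59.0 to 382 between runs with the same first number, 116 to 408 with the same second and 73.4 to 279 with neither, where sampling of reads alone gives about 1. Library pairs within a group had 20.2 to 291. Deviations from the mean of 4 runs recurred between times where both numbers were alike, with a median correlation of 0.68. Medians were -0.39 for the same first number, -0.31 for the same second and 0.018 for neither, though such deviations cancel over the runs. The runs summed here thus did not deviate together. The paper too gives 2 biological replicates for this line, but which runs form each of them, and so the SD, rests on the labels alone. All libraries of Ptaureo1a#9 are deeper than those of the other strains, so genes of low abundance are measured more precisely there, while 2 replicates leave less power to find changes.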

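PtAureo1a, which encodes the blue light receptor and transcription factor itself, stood at 343 ± 71.1 TPM (SD, n = 3) in the WT in red light, 62.0 ± 5.29 (SD, n = 3) in Ptaureo1a#8 and 66.7 ± 10.9 (SD, n = 2) in Ptaureo1a#9. It was lower by 2.81 (standard error 0.26, adjusted p = 1.8e-07) log2 units in Ptaureo1a#8 and by 2.56 (standard error 0.30, adjusted p = 2.7e-06) in Ptaureo1a#9 in edgeR's quasi-likelihood test. PtAureo2, an aureochrome gene that was not edited, did not differ in red light, with -0.24 (standard error 0.16, adjusted p = 0.23) and -0.086 (standard error 0.18, adjusted p = 0.69) from edgeR. Protein was not measured in this assay.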

The knockout strains *Ptaureo1a#8* and *Ptaureo1a#9* had been created previously by genome editing via TALENs (Serif et al., 2017), and they have been characterized in detail to ensure that the PtAureo1a expression is abolished completely in both mutant lines (Serif et al., 2017). Moreover, the phenotypes of the mutants have been verified previously by complementation studies (Madhuri et al., 2019) to verify that in these mutants only the PtAureo1a gene had been affected. 

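PtCPF1, a cryptochrome and photolyase gene, was among those that rose in both lines. Pt_HSF1.1c, a heat shock factor gene, rose from 34.4 ± 7.06 to 829 ± 354 TPM (SD, n = 3 each) in Ptaureo1a#8 within 10 min, a log2-fold change of 4.61 (standard error 0.44, adjusted p = 1.4e-06) in edgeR's quasi-likelihood test, and from 20.0 ± 1.64 to 148 ± 28.9 TPM (SD, n = 2 each) in Ptaureo1a#9, with 2.86 (standard error 0.50, adjusted p = 0.0039) from edgeR. Phatr3_J33947, a GTP pyrophosphokinase gene of the stringent response, rose by 1.8 (standard error 0.20, adjusted p = 9.2e-06) and 1.53 (standard error 0.24, adjusted p = 0.0018) log2 units in the 2 lines in edgeR. Phatr3_EG00718, a patatin family gene, fell in Ptaureo1a#8 by 1.10 (standard error 0.21, adjusted p = 0.0032), while its change of -0.88 (standard error 0.26, adjusted p = 0.17) in Ptaureo1a#9 did not pass in edgeR, without a test of the difference between the lines. In Ptaureo1a#8 272 genes passed an adjusted p below 0.01 from edgeR at 10 min, 239 up and 33 down, and 1139 at 60 min, 348 up and 791 down. Relative to the qPCR reference gene 732 rose and 6 fell at 10 min and 1029 and 277 at 60 min, where the median of ratios gave 437 and 609. With replicate number as a block the numbers of genes that passed were 693 and 2919. DESeq2 gave 475 at 10 min, and with 1 library left out edgeR gave 169 to 257 and 593 to 1150. In Ptaureo1a#9 60 passed at 10 min, 59 up and 1 down, and 103 at 60 min, 67 up and 36 down, or 63 and 60 on total counts. DESeq2 gave 149 and 393, and edgeR with replicate number as a block, for which this line has only 2 pairs, 213 and 1179. With a library of this line left out its group holds a single sample, and the counts moved by more than 1.5 times. Across the 8501 genes changed in the WT at 10 min, mutant log2-fold changes followed those of the WT with a slope of 0.050 in Ptaureo1a#8 and 0.043 in Ptaureo1a#9. The median absolute change over these genes was 1.46 in the WT, 0.097 in Ptaureo1a#8 and 0.10 in Ptaureo1a#9. At 60 min the slopes over 6987 genes were -0.103 and -0.070, so the small mutant changes then ran against those of the WT. Slopes describe genes, which are not independent.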

We observed that both PtAUREO1a-deficient strains, in contrast to the WT cells, show a very similar but weaker response to blue light. Figure 1B reveals that (1) the data points of *Ptaureo1a#8* (in biological triplicate samples) and *Ptaureo1a#9* (in duplicate samples) are located very close to each other, (2) the data points of the mutants all cluster close to the WT samples at time point 0, and (3) the samples of the individual mutants cluster closely together, irrespective of whether they were taken at time point 0, 10, or 60 min. This clearly indicates that the PtAureo1a knockout mutants respond very weakly to blue light, thus behaving very differently compared with the WT cells. This also becomes obvious when examining the response clusters (Figure 2A, green lines). 

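Phatr3_EG00217, a carbonate dehydratase gene that serves carbon uptake, had 165 ± 19.9, 193 ± 21.2 and 174 ± 19.9 TPM (SD, n = 3 each) in Ptaureo1a#8 and 96.2 ± 4.71, 106 ± 13.9 and 124 ± 29.9 TPM (SD, n = 2 each) in Ptaureo1a#9 at 0, 10 and 60 min. None of the 4 light responses passed in edgeR's quasi-likelihood test, where the largest was 0.32 (standard error 0.30, adjusted p = 0.71). WT cells had 922 ± 318 TPM (SD, n = 3) in red light, and 10350 ± 3777 (SD, n = 3) after 10 min. The first principal component placed Ptaureo1a#8 at -50.3, -44.3 and -50.6 at the 3 times, and Ptaureo1a#9 at -39.9, -48.8 and -44.3. On component 3, with 15.3% of the variance, Ptaureo1a#8 stood at 39.2 to 47.2 and Ptaureo1a#9 at -56.8 to -52.2, with the WT between -44.8 and 19.5. In distances over all genes, red light samples of the WT lay 123.6 units from Ptaureo1a#8 and 130.4 from Ptaureo1a#9, and the 2 lines 126.7 from each other. Within a line, 0 and 60 min lay 80.8 units apart in Ptaureo1a#8 and 71.4 in Ptaureo1a#9, where replicates of red light lay 62.1 and 77.7 apart.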

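Phatr3_EG00359, a methyltransferase gene, rose in the WT from 12.2 ± 4.69 to 468 ± 80.8 TPM (SD, n = 3 each), and its 10 min response was smaller by 6.13 (standard error 0.30, adjusted p = 9.1e-13) log2 units in Ptaureo1a#8 and by 6.29 (standard error 0.32, adjusted p = 3.4e-12) in Ptaureo1a#9 in edgeR's quasi-likelihood test. Phatr3_J41659, an ABC transporter gene, rose from 25.6 ± 14.4 to 768 ± 71.6 TPM (SD, n = 3 each), and its response was smaller by 6.22 (standard error 0.36, adjusted p = 9.1e-12) and 6.28 (standard error 0.40, adjusted p = 6.6e-11) in edgeR. Phatr3_J50630, annotated as a CCAAT enhancer-binding protein of ribosome assembly, fell from 12.7 ± 5.57 to 0.543 ± 0.116 TPM (SD, n = 3 each), and here the mutant responses lay higher by 3.06 (standard error 0.29, adjusted p = 9.7e-09) and 3.13 (standard error 0.31, adjusted p = 2.9e-08) in edgeR. At 10 min 7560 genes responded differently in Ptaureo1a#8 than in the WT and 7264 in Ptaureo1a#9, at an adjusted p below 0.01 for the interaction in edgeR. At 60 min it was 6384 and 5702. Both interactions use the same WT libraries, so overlap of the 2 lines in 4261 genes up and 2877 down at 10 min is in part built in. The paper concludes that PtAUREO1a has a central part in how the cells perceive blue light.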

In all clusters, the WT cells respond in one or the other way described above, whereas the mutant cell lines hardly respond at all.

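Phatr3_J43766, a uridine kinase gene of cluster 8, had 28.5 ± 30.6, 242 ± 23.2 and 65.3 ± 8.34 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, 4.79 ± 0.490, 7.23 ± 0.944 and 3.07 ± 0.709 TPM (SD, n = 3 each) in Ptaureo1a#8 and 4.30 ± 0.490, 6.32 ± 0.000174 and 3.62 ± 0.252 TPM (SD, n = 2 each) in Ptaureo1a#9. Its 10 min response differed from the WT by -3.55 (standard error 0.67, adjusted p = 8.4e-05) and -3.70 (standard error 0.72, adjusted p = 1.2e-04) log2 units in edgeR's quasi-likelihood test. Phatr3_J48924, an arginyl transferase gene of cluster 3, had 23.2 ± 2.72, 0.562 ± 0.147 and 5.65 ± 1.64 TPM (SD, n = 3 each) in the WT, 23.1 ± 2.68, 29.2 ± 1.29 and 26.5 ± 1.81 TPM (SD, n = 3 each) in Ptaureo1a#8 and 21.9 ± 1.17, 35.0 ± 2.15 and 30.6 ± 2.54 TPM (SD, n = 2 each) in Ptaureo1a#9, and its response differed by 4.67 (standard error 0.24, adjusted p = 2.5e-12) and 4.89 (standard error 0.27, adjusted p = 7.0e-12) in edgeR. Cluster means of z-scored TPM moved between the times by 0.81 to 3.34 in the WT, by 0.073 to 0.62 in Ptaureo1a#8 and by 0.13 to 0.39 in Ptaureo1a#9. The largest movement of both lines was in cluster 5, which holds most ribosome biogenesis genes.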

We found that the two independent PtAureo1a knockout lines investigated here had very similar transcription profiles that are clearly distinct from those of the WT cells. 

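dsCYC2, a cyclin gene of the cell cycle, was lower in both lines in red light, with 1.97 ± 0.494 TPM (SD, n = 3) in Ptaureo1a#8 and 1.30 ± 0.407 (SD, n = 2) in Ptaureo1a#9. The changes against the WT were -6.62 (standard error 1.03, adjusted p = 4.8e-05) and -7.05 (standard error 1.23, adjusted p = 1.3e-04) log2 units in edgeR's quasi-likelihood test, but the WT values were 438, 35.0 and 7.23 TPM and owe much to the first library. Pt_bZIP5_PAS, a bZIP factor gene, was higher, 7.02 ± 4.86 TPM in the WT (SD, n = 3) against 45.2 ± 2.66 (SD, n = 3) and 60.4 ± 3.94 (SD, n = 2), with 2.39 (standard error 0.30, adjusted p = 5.1e-06) and 2.94 (standard error 0.32, adjusted p = 1.2e-06) from edgeR. Phatr3_EG02525, a galactolipid synthase gene of plastid membranes, instead parted the lines, with 52.4 ± 6.67 TPM (SD, n = 3) in Ptaureo1a#8 and 2.53 ± 0.185 (SD, n = 2) in Ptaureo1a#9, a difference of -4.26 (standard error 0.34, adjusted p = 3.4e-08) log2 units in edgeR. In red light 1719 genes were higher and 1764 lower in Ptaureo1a#8 than in the WT by edgeR, and 2713 and 2424 in Ptaureo1a#9. Fitted on the compared groups alone 1661 and 1489 genes passed, limma on log2(TPM + 1) gave 5730 for Ptaureo1a#8, and edgeR with 1 library left out 2762 to 5600 for Ptaureo1a#9. The lines shared 864 genes up and 1013 down, with 136 opposite, where independent lists would share 407 and 373; the WT libraries are common to both. Between the lines themselves 2184 genes were higher and 2090 lower in Ptaureo1a#9. On total counts Ptaureo1a#8 had 3059 genes higher and 1158 lower than the WT, and Ptaureo1a#9 1494 higher and 2821 lower than Ptaureo1a#8. Relative to the qPCR reference gene 3915 were higher and 1177 lower in Ptaureo1a#9 than in the WT. Light responses of the lines share no library, and there the 59 genes up and 1 down of Ptaureo1a#9 at 10 min were called the same way in Ptaureo1a#8, with 1.23 and 0.0029 by independence. At 60 min 64 up and 35 down were shared, with none opposite.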

We verified this result independently by qPCR-based gene expression analyses of two independent PtAureo1a complemented lines (Madhuri et al., 2019). 

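UDP glucose pyrophosphorylase (Phatr3_EG02613), which makes the sugar donor for storage glucan, had 208 ± 39.1, 8012 ± 1864 and 1377 ± 239 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. It rose by 6.32 (standard error 0.21, adjusted p = 1.6e-15) log2 units in 10 min in edgeR's quasi-likelihood test, and the response was smaller by 6.53 (standard error 0.26, adjusted p = 8.5e-14) in Ptaureo1a#8 and 6.46 (standard error 0.29, adjusted p = 7.9e-13) in Ptaureo1a#9. Glycerol-3-phosphate dehydrogenase (Phatr3_J36821), which makes the backbone of glycerolipids, rose from 34.2 ± 15.3 to 762 ± 124 TPM (SD, n = 3 each), by 5.53 (standard error 0.28, adjusted p = 5.4e-13) in edgeR, with interactions of -5.54 (standard error 0.35, adjusted p = 4.4e-11) and -5.68 (standard error 0.40, adjusted p = 2.1e-10). The heat shock factor gene HSF2 fell from 379 ± 79.0 to 8.95 ± 2.46 TPM (SD, n = 3 each), by 4.38 (standard error 0.27, adjusted p = 9.2e-12) in edgeR, and its response lay higher by 5.33 (standard error 0.35, adjusted p = 6.3e-11) and 4.88 (standard error 0.39, adjusted p = 1.3e-09) in the lines. Phatr3_J38559, annotated as a GTP-binding protein, fell from 152 ± 11.6 to 2.71 ± 1.34 TPM (SD, n = 3 each), by 4.76 (standard error 0.29, adjusted p = 8.2e-12) in edgeR, with interactions of 5.14 (standard error 0.37, adjusted p = 2.1e-10) and 4.81 (standard error 0.41, adjusted p = 2.9e-09). None of the 4 genes passed at 10 min within either line, and the largest change there was 0.95 (standard error 0.23, adjusted p = 0.020) for HSF2 in Ptaureo1a#8 by edgeR. With replicate number as a block this change, 0.92 (adjusted p = 3.4e-04), passed, and so did 1.13 (adjusted p = 0.0068) in edgeR without the third 10 min library of the line. The qPCR values themselves were not analysed here.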

We here focused on four genes, which exhibited a strong differential expression between WT and PtAureo1a knockout lines (UDP glucose pyrophosphorylase, HSF2, glycerol-3-phosphate dehydrogenase, and the gene Phatr3_J38559, see Figure S3). Although the culture conditions were not completely identical for technical reasons, the results confirm that the massive changes in gene expression upon a red to blue light shift, which are strongly dampened in the two PtAureo1a knockout lines, is re-established in the two PtAureo1a complemented lines to a similar extent as in the WT.

As we monitored the transcriptome during changes in light color, we specifically investigated gene expression regulation of PtAureo1a, 1b, 1c, 2 (Figure 3) and that of other diatom photoreceptors (Figure 4). Looking at the transcript abundances of PtAureo1a in the WT cells, we found that they are already comparably high at RL, whereas they are strongly reduced 10 min after the shift to blue light and close to zero after 60 min (Figure 3A). Similarly to PtAureo1a, the Ptaureo1b and PtAureo2 genes in WT cells are downregulated after blue light induction, whereas in the PtAureo1a knockout mutants, the transcript abundances of PtAureo1b and PtAureo2 are not affected by blue light, remaining on the previous red light level (Figures 3B and 3D). 

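PtAureo1a, the receptor gene itself, had 343 ± 71.1, 82.9 ± 26.6 and 19.1 ± 8.85 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. The change was -1.02 (standard error 0.25, adjusted p = 9.2e-04) log2 units at 10 min and -4.14 (standard error 0.28, adjusted p = 1.3e-10) at 60 min in edgeR's quasi-likelihood test. On total counts the 10 min change was -2.11. Without the first 10 min library it was -0.66 (adjusted p = 0.023) in edgeR and did not pass.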

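PtAureo1b, a further aureochrome, had 335 ± 14.6, 40.0 ± 5.12 and 136 ± 7.81 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, changes of -2.03 (standard error 0.083, adjusted p = 2.5e-14) and -1.25 (standard error 0.081, adjusted p = 6.4e-11) log2 units in edgeR's quasi-likelihood test. In Ptaureo1a#8 it had 358 ± 9.38, 320 ± 3.58 and 352 ± 1.09 TPM (SD, n = 3 each), and in Ptaureo1a#9 305 ± 28.0, 263 ± 10.1 and 306 ± 30.1 TPM (SD, n = 2 each). PtAureo2, the remaining gene of the family, had 238 ± 19.5, 17.3 ± 4.74 and 11.5 ± 3.38 TPM (SD, n = 3 each) in the WT, changes of -2.75 (standard error 0.17, adjusted p = 1.3e-11) and -4.33 (standard error 0.18, adjusted p = 2.8e-13) in edgeR. It had 253 ± 16.3, 272 ± 5.04 and 279 ± 4.61 TPM (SD, n = 3 each) in Ptaureo1a#8 and 254 ± 17.2, 261 ± 13.0 and 288 ± 26.6 TPM (SD, n = 2 each) in Ptaureo1a#9. None of the 8 light responses of these genes in the mutants passed, the largest being -0.30 (standard error 0.097, adjusted p = 0.25) for PtAureo1b at 10 min in Ptaureo1a#9 by edgeR.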

PtAureo1c shows the opposite response: transcription is induced by blue light, whereas in the mutant lines transcription remains unregulated on a very low level (Figure 3C). 

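PtAureo1c, an aureochrome gene, had 156 ± 61.3, 309 ± 15.9 and 213 ± 14.1 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, a rise of 2.04 (standard error 0.16, adjusted p = 3.0e-10) log2 units at 10 min and 0.52 (standard error 0.15, adjusted p = 0.0046) at 60 min in edgeR's quasi-likelihood test. The call at 60 min ended without red light replicate 2 or 3 or 60 min replicate 3, at 0.40 (adjusted p = 0.035), 0.36 (adjusted p = 0.036) and 0.43 (adjusted p = 0.030), and without the first red light library the change was 0.85 (adjusted p = 7.1e-08) in edgeR. In Ptaureo1a#8 it had 72.9 ± 4.63, 76.1 ± 1.65 and 74.8 ± 3.92 TPM (SD, n = 3 each) and in Ptaureo1a#9 67.3 ± 7.03, 76.3 ± 4.73 and 70.7 ± 6.49 TPM (SD, n = 2 each). No light response of PtAureo1c passed in the mutants, where the changes at 10 min were 0.092 (standard error 0.15, adjusted p = 1.00) and 0.090 (standard error 0.19, adjusted p = 1) in edgeR.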

We also examined the response of transcript abundances of the other photoreceptors in *P. tricornutum*. Diatoms possess a number of cryptochrome-like proteins, for which it is not exactly known whether they primarily function in DNA repair or in blue light signaling (König et al., 2017). 

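PtCPF1, a cryptochrome that also repairs ultraviolet damage of DNA, had 46.1 ± 3.32, 244 ± 28.2 and 193 ± 5.96 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min and rose by 3.44 (standard error 0.12, adjusted p = 4.2e-15) log2 units at 10 min in edgeR's quasi-likelihood test. At 10 min it rose from 34.8 ± 5.51 to 98.9 ± 11.0 TPM (SD, n = 3 each) in Ptaureo1a#8 and from 48.8 ± 3.27 to 131 ± 5.25 TPM (SD, n = 2 each) in Ptaureo1a#9, by 1.54 (standard error 0.12, adjusted p = 6.2e-08) and 1.37 (standard error 0.14, adjusted p = 1.1e-05) in edgeR. PtCPF2, a cryptochrome of the DASH type, rose in the WT from 9.96 ± 0.885 to 122 ± 13.6 TPM (SD, n = 3 each), by 4.66 (standard error 0.10, adjusted p = 2.4e-17) in edgeR, and by 1.30 (standard error 0.094, adjusted p = 3.6e-08) in Ptaureo1a#8 and 1.12 (standard error 0.11, adjusted p = 8.5e-06) in Ptaureo1a#9. At 60 min PtCPF2 was at 6.89 ± 0.831 TPM (SD, n = 3) in the WT, below red light by 0.48 (standard error 0.096, adjusted p = 2.0e-04) in edgeR. Mutant responses of PtCPF1 at 10 min were smaller by 1.90 (standard error 0.16, adjusted p = 2.6e-09) and 2.07 (standard error 0.18, adjusted p = 4.7e-09), and those of PtCPF2 by 3.36 (standard error 0.13, adjusted p = 8.0e-14) and 3.54 (standard error 0.15, adjusted p = 3.3e-13), as interactions in edgeR.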

The cryptochrome/photolyase family proteins PtCPF1 and 2 are strongly upregulated by blue light in WT cells, while more weakly responding in the PtAureo1a KO mutants (Figures 4A and 4B). PtCPF4 transcripts are reduced after 10 min blue light in WT cells, while not responding in both PtAureo1a knockout mutants. 

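PtCPD1, a photolyase that repairs pyrimidine dimers in DNA, had 37.8 ± 4.49, 396 ± 29.0 and 101 ± 14.2 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. It rose by 4.43 (standard error 0.13, adjusted p = 3.7e-16) log2 units at 10 min and was 1.48 (standard error 0.12, adjusted p = 1.2e-09) above red light at 60 min in edgeR's quasi-likelihood test. PtCPD3, another such photolyase, had 19.0 ± 0.808, 2.99 ± 0.845 and 12.8 ± 1.09 TPM (SD, n = 3 each), and fell by 1.63 (standard error 0.13, adjusted p = 4.3e-10) at 10 min and by 0.52 (standard error 0.12, adjusted p = 7.1e-04) at 60 min in edgeR. PtCPD4 was not analysed here, as no identifier pairs with its name.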

The three cyclobutane pyrimidine dimer photolyases PtCPD1,3,4 show a different response (Figures 4D–4F): PtCPD1 is upregulated by blue light in WT cells, whereas the transcription of PtCPD3 is repressed and PtCPD4 instead is unaffected. 

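PtCPD1 stood at 45.6 ± 0.673, 45.9 ± 2.21 and 47.5 ± 2.02 TPM (SD, n = 3 each) in Ptaureo1a#8 and at 32.4 ± 1.30, 35.5 ± 0.788 and 35.1 ± 2.84 TPM (SD, n = 2 each) in Ptaureo1a#9 at 0, 10 and 60 min. None of its 4 light responses passed there, and the 10 min response lay below that of the WT by 4.39 (standard error 0.17, adjusted p = 6.5e-14) and 4.40 (standard error 0.19, adjusted p = 5.0e-13) log2 units in edgeR's quasi-likelihood test. PtCPD3 stood at 20.9 ± 1.12, 24.2 ± 1.40 and 20.9 ± 1.90 TPM (SD, n = 3 each) and at 16.0 ± 1.28, 20.3 ± 0.813 and 16.0 ± 0.923 TPM (SD, n = 2 each), again with no response that passed. Its 10 min response lay above that of the WT by 1.87 (standard error 0.17, adjusted p = 9.0e-09) and 1.89 (standard error 0.19, adjusted p = 3.7e-08) in edgeR. In red light PtCPD3 differed from the WT by -0.20 (standard error 0.12, adjusted p = 0.18) in Ptaureo1a#8, which did not pass, and by -0.44 (standard error 0.13, adjusted p = 0.0085) in Ptaureo1a#9, which passed in edgeR. It did not pass without WT replicate 2 or 3, nor without either Ptaureo1a#9 library, which leaves a single sample in that group.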

All three genes, though, show a different mRNA pattern in the mutant lines, which is closer to the time point 0 in WT cells. The cryptochrome PtCryP shows a slight increase 10 min after the switch to blue light, whereas after 60 min, essentially no transcripts are detectable (Figure 4G). The red light-absorbing diatom phytochrome PtDPH1 shows inhibition of transcription by blue light in WT cells and no change in the knockout lines (Figure 4H). 

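PtDPH1, the phytochrome, had 22 ± 6.01, 12.6 ± 4.17 and 6.92 ± 1.85 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. Its change at 10 min, 0.24 (standard error 0.19, adjusted p = 0.27) in edgeR's quasi-likelihood test, did not pass and is negative on total counts and relative to the qPCR reference gene. Without the third 10 min library it was 0.63 (adjusted p = 0.0014) in edgeR and passed. At 60 min it fell by 1.62 (standard error 0.20, adjusted p = 5.9e-07) log2 units in edgeR. Ptaureo1a#8 had 34.8 ± 0.448, 38.5 ± 0.790 and 46.3 ± 4.26 TPM (SD, n = 3 each) and Ptaureo1a#9 27.6 ± 0.162, 30.7 ± 1.37 and 31.1 ± 3.37 TPM (SD, n = 2 each), without a change that passed. With replicate number as a block the 60 min change in Ptaureo1a#8, 0.42 (adjusted p = 0.0032), passed. The 60 min response lay above that of the WT by 2.04 (standard error 0.28, adjusted p = 2.4e-06) and 1.76 (standard error 0.31, adjusted p = 6.1e-05) in edgeR, while at 10 min the interactions of -0.061 (standard error 0.27, adjusted p = 0.85) and -0.18 (standard error 0.30, adjusted p = 0.62) did not pass. On total counts the 10 min interactions are higher by about 1.07 and 1.12 and turn positive. Whether the 10 min responses differ thus depends on the scaling.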

Finally, also the recently discovered heliorhodopsin PtHeR shows an impact of blue light on transcripts in the WT cells but not in the PtAureo1a knockout mutants (Figure 4I). Taken together, transcript amounts of all of these light-absorbing signaling proteins clearly show different dynamics in WT and in mutant lines, indicating that PtAUREO1a may modulate, directly or indirectly, their expression. 

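Phatr3_J54342, annotated as a photolyase or cryptochrome, had 9.32 ± 2.09, 16.3 ± 3.70 and 0.846 ± 0.163 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. Its response at 60 min differed by 4.51 (standard error 0.26, adjusted p = 2.9e-11) in Ptaureo1a#8 and 4.16 (standard error 0.29, adjusted p = 5.1e-10) in Ptaureo1a#9, as interactions in edgeR's quasi-likelihood test. Phatr3_EG00128, with the same annotation, rose in Ptaureo1a#8 from 209 ± 53.4 to 739 ± 255 TPM (SD, n = 3 each) by 60 min, with 1.83 (standard error 0.34, adjusted p = 9.1e-04) from edgeR, but its interaction of 1.22 (standard error 0.48, adjusted p = 0.031) did not pass. PtCPF1 differed also at 60 min, by -0.82 (standard error 0.16, adjusted p = 1.7e-04) and -0.96 (standard error 0.18, adjusted p = 1.2e-04) in edgeR. For PtAureo1a itself the 10 min interaction was 1.12 (standard error 0.35, adjusted p = 0.0076) in Ptaureo1a#8 and 0.96 (standard error 0.39, adjusted p = 0.035) in Ptaureo1a#9, which did not pass in edgeR. With a library left out the first passed only without the first red light or the third 10 min library of the WT, and had adjusted p values of 0.011 to 0.051 otherwise. On total counts the 10 min interactions of PtAureo1a are higher by about 1.07 and 1.12 log2 units. In the list of 11 photoreceptor genes by description, 3 rose and 0 fell at 10 min in Ptaureo1a#8 by edgeR, and 4 and 0 at 60 min. PtCPF4, PtCryP and PtHeR were not analysed here.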

Interestingly, most of the photoreceptors exhibited a comparable transcript level at time point 0 (thus in red light) in WT and KO mutants except for PtAureo1c (Figure 3C), which was lower in the mutants even at time point zero.

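In red light PtAureo1c differed from the WT by -1.42 (standard error 0.15, adjusted p = 1.0e-06) log2 units in Ptaureo1a#8 and -1.37 (standard error 0.18, adjusted p = 6.4e-06) in Ptaureo1a#9 in edgeR's quasi-likelihood test. PtAureo1b differed by -0.24 (standard error 0.080, adjusted p = 0.023) in Ptaureo1a#8, which did not pass, and by -0.31 (standard error 0.090, adjusted p = 0.0062) in Ptaureo1a#9, which passed in edgeR. This difference did not pass without WT replicate 2 or 3, nor without either Ptaureo1a#9 library, which leaves a single sample in that group. PtCPF1 was lower in Ptaureo1a#8, 34.8 ± 5.51 TPM against 46.1 ± 3.32 in the WT (SD, n = 3 each), by 0.74 (standard error 0.11, adjusted p = 4.4e-05) in edgeR, and did not pass in Ptaureo1a#9, -0.12 (standard error 0.13, adjusted p = 0.42). PtCPF2 was lower by 0.38 (standard error 0.10, adjusted p = 0.0050) in Ptaureo1a#9 only, as -0.26 (standard error 0.094, adjusted p = 0.034) did not pass in Ptaureo1a#8 by edgeR. This call ended without the first WT library, and without either Ptaureo1a#9 library, which leaves a single sample in that group. PtCPD1 and PtDPH1 passed in neither line, with -0.38 (standard error 0.13, adjusted p = 0.018) and 0.33 (standard error 0.19, adjusted p = 0.17) as the largest changes in edgeR. Whether the lines differ from each other in these genes is not shown by a pass in a single line.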

**Figure 3:**
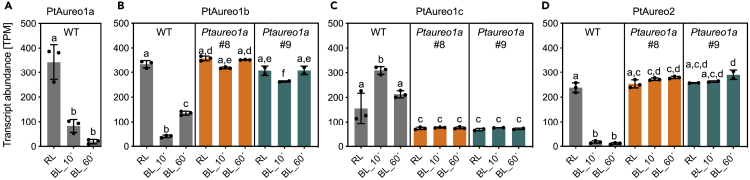
Transcript Abundance in TPM (Transcript per Million) of the Four Aureochrome Genes PtAureo1a/1b/1c/2 WT cells and two independent PtAureo1a knockout lines (*PtAureo1a #8* and *#9*) were studied (A: PtAureo1a; B: PtAureo1b; C: PtAureo1c; D: PtAureo2). For each gene, the average transcript abundance is shown for samples at time points 0, 10, 60 min after the light shift from red (RL) to blue (BL) light. Identical y axes have been chosen to allow a comparison of the transcript abundances. Statistics were performed using two-way ANOVA with Tukey test to correct for multiple comparisons. TPM values were called significantly different if the adjusted p value ≤0.05. Letters indicate statistical significance. TPM values sharing letters are not significantly different.

**Figure 4:**
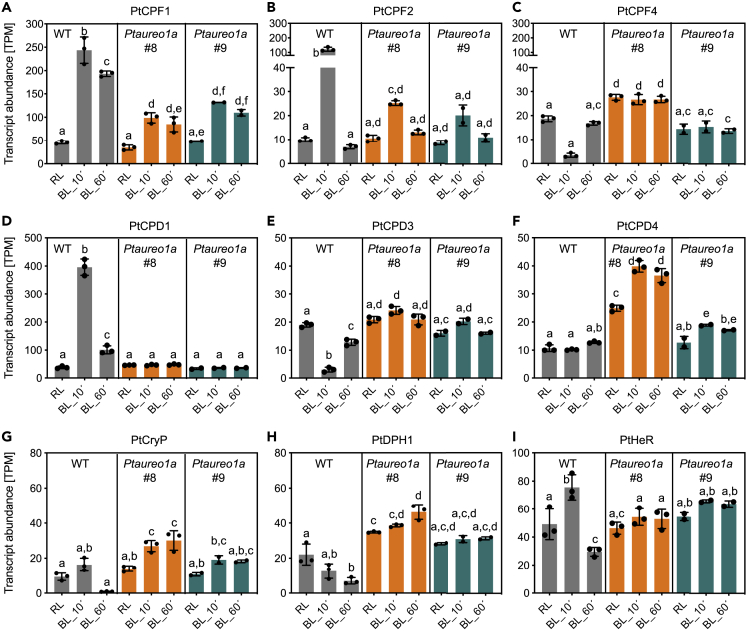
Transcript Abundance in TPM (Transcript per Million) of Genes of Diatom Photoreceptors and Related Proteins Transcript abundance of (A) PtCPF1, (B) PtCPF2, (C) PtCPF4 (cryptochrome photolyase family), (D) PtCPD1, (E) PtCPD3, (F) PtCPD4 (cyclobutane pyrimidine dimer photolyases), (G) the plant like cryptochrome PtCryP, (H) the diatom phytochrome PtDPH1, (I) the heliorhodopsin PtHeR in wild-type cells and in two independent PtAureo1a knockout lines (*PtAureo1a #8* and *#9*) are shown. For each gene, the average transcript abundance is shown for samples at time points 0, 10, 60 min after the light shift from red (RL) to blue (BL) light. Note that here different y axes have been chosen because of the large TPM differences. Statistics were performed using two-way ANOVA with Tukey test to correct for multiple comparisons. TPM values were called significantly different if the adjusted p value ≤0.05. Letters indicate statistical significance. TPM values sharing letters are not significantly different.

As we had observed a massive regulation of transcription factors upon a red to blue light shift in the WT, we also compared the regulation of selected transcription factors in the PtAureo1a KO lines (Figure 5). 

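PtbZIP11, a bZIP factor, had 83.8 ± 18.7, 167 ± 23.7 and 62.6 ± 11.3 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, and rose by 2.03 (standard error 0.17, adjusted p = 9.2e-10) log2 units at 10 min in edgeR's quasi-likelihood test. PtbZIP18, of the same family, had 464 ± 40.0, 1282 ± 87.0 and 618 ± 45.4 TPM (SD, n = 3 each) and rose by 2.50 (standard error 0.12, adjusted p = 4.1e-13) in edgeR. PtbZIP21b had 65.7 ± 39.0, 249.6 ± 11.4 and 71.3 ± 10.4 TPM (SD, n = 3 each) and rose by 2.98 (standard error 0.25, adjusted p = 9.8e-10) in edgeR. In Ptaureo1a#8 the 10 min responses were smaller by 2.08 (standard error 0.23, adjusted p = 1.2e-07) for PtbZIP11, 2.29 (standard error 0.17, adjusted p = 3.2e-10) for PtbZIP18 and 2.79 (standard error 0.33, adjusted p = 3.1e-07) for PtbZIP21b, as interactions in edgeR. In Ptaureo1a#9 edgeR gave smaller responses by 2.26 (standard error 0.26, adjusted p = 2.0e-07), 2.35 (standard error 0.19, adjusted p = 1.5e-09) and 2.96 (standard error 0.37, adjusted p = 7.3e-07). No bZIP factor of the list of 22 passed in a light comparison of either line by edgeR, and 0 is also the number adjusted over the list alone.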

We found very dramatic changes for PtbZIP10/11/18/21b, which all are strongly induced after 10 min blue light in the WT cells but which do not change much in the PtAureo1a mutants at the different time points. PtAUREO1a has previously been shown to be involved in both photoprotection and cell cycle progression after dark arrest (Huysman et al., 2013; Schellenberger Costa et al., 2013; Serif et al., 2017), the latter in cooperation with bZIP10 (Huysman et al., 2013). Interestingly, transcription of bZIP10 in WT is strongly upregulated upon blue light treatment for 10 min but downregulated after 60 min (and not induced in the mutant lines). Conversely, PtbZIP15 and the transcription factor PtPSR show a decreased transcript abundance after 10 min and a very strong increase after 60 min, which is not observed in the mutant lines. 

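PtbZIP10, the bZIP factor linked to cell cycle onset, had 776 ± 804, 2044 ± 183 and 222 ± 48.5 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. It rose by 2.47 (standard error 0.46, adjusted p = 6.2e-05) log2 units at 10 min, fell below red light by 1.71 (standard error 0.45, adjusted p = 0.0022) at 60 min, and fell by 4.18 (standard error 0.50, adjusted p = 2.0e-07) between 10 and 60 min in edgeR's quasi-likelihood test. Red light libraries of the WT differed widely at 1694, 438 and 197 TPM. Without the first of them the 10 min rise was 3.68 (adjusted p = 1.2e-09), while the change at 60 min was -0.47 (adjusted p = 0.10) and did not pass in edgeR. With replicate number as a block the 60 min change of -1.40 (adjusted p = 0.0104) did not pass either, nor did -1.62 (adjusted p = 0.011) and -1.57 (adjusted p = 0.013) without the first or second 60 min library. Ptaureo1a#8 had 91.3 ± 10.3, 152 ± 20.7 and 98.1 ± 14.2 TPM (SD, n = 3 each) and Ptaureo1a#9 53.1 ± 4.03, 91.2 ± 2.86 and 54.8 ± 0.567 TPM (SD, n = 2 each), with 10 min changes of 0.76 (standard error 0.44, adjusted p = 0.60) and 0.67 (standard error 0.54, adjusted p = 1) that did not pass in edgeR. The model shares the spread of a gene over all 9 groups, so the unlike WT libraries enter these standard errors too. The interactions of -1.71 (standard error 0.62, adjusted p = 0.019) and -1.79 (standard error 0.70, adjusted p = 0.027) did not pass in edgeR either. Without the first red light library of the WT they were -2.93 (adjusted p = 5.1e-07) and -3.01 (adjusted p = 1.3e-06) and passed. In red light it was lower than in the WT by 3.38 (standard error 0.48, adjusted p = 1.8e-05) in Ptaureo1a#8 and 3.99 (standard error 0.59, adjusted p = 2.4e-05) in Ptaureo1a#9 in edgeR. Without that WT library it was lower by 2.14 (adjusted p = 2.9e-06) and 2.77 (adjusted p = 9.6e-07).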

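PtbZIP15 had 602 ± 27.6, 199 ± 31.5 and 928 ± 90.2 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, and changed by -0.55 (standard error 0.097, adjusted p = 3.2e-05) log2 units at 10 min and 0.68 (standard error 0.097, adjusted p = 4.3e-06) at 60 min in edgeR's quasi-likelihood test. PtPSR, a regulator of the response to phosphate, had 77.5 ± 11.4, 4.82 ± 1.90 and 226 ± 23.4 TPM (SD, n = 3 each), with changes of -2.97 (standard error 0.20, adjusted p = 3.2e-11) and 1.60 (standard error 0.18, adjusted p = 1.6e-07) in edgeR. In the mutants the response of PtbZIP15 at 60 min was smaller by 0.48 (standard error 0.14, adjusted p = 0.0046) and 0.61 (standard error 0.15, adjusted p = 0.0020), and that of PtPSR by 1.69 (standard error 0.25, adjusted p = 7.1e-06) and 1.69 (standard error 0.28, adjusted p = 3.3e-05), in edgeR. PtPSR did fall at 10 min in Ptaureo1a#8, from 106 ± 4.31 to 52.2 ± 3.66 TPM (SD, n = 3 each), by 0.99 (standard error 0.18, adjusted p = 0.0016) in edgeR. In Ptaureo1a#9 the change was -0.86 (standard error 0.22, adjusted p = 0.071), which did not pass in edgeR, and the lines were not tested against each other in this response. With replicate number as a block, for which Ptaureo1a#9 has only 2 pairs, the change passed. Without WT 10 min replicate 3 PtbZIP15 changed by -0.31 (adjusted p = 0.0082) at 10 min in edgeR. Its interaction of Ptaureo1a#8 was -0.46 (adjusted p = 0.011) without the second red light and -0.44 (adjusted p = 0.013) without the first 60 min library of the WT, which did not pass. PtPSR in Ptaureo1a#8 was -0.92 (adjusted p = 0.0104) without red light replicate 3 and -0.93 (adjusted p = 0.013) without 10 min replicate 1, and did not pass in edgeR.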

PtZIP14 instead shows a generally higher transcript abundance in the mutant lines. 

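PtbZIP14, a regulator of the citric acid cycle, had 18.5 ± 5.47, 10.7 ± 2.12 and 2.93 ± 0.413 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, 67.8 ± 3.31, 73.5 ± 13.9 and 64.5 ± 1.91 TPM (SD, n = 3 each) in Ptaureo1a#8 and 43.8 ± 0.770, 51.9 ± 0.734 and 43.7 ± 5.77 TPM (SD, n = 2 each) in Ptaureo1a#9. In red light it was higher than in the WT by 1.55 (standard error 0.17, adjusted p = 1.3e-06) log2 units in Ptaureo1a#8 and 1.09 (standard error 0.19, adjusted p = 9.9e-05) in Ptaureo1a#9 in edgeR's quasi-likelihood test. In the WT it fell by 2.60 (standard error 0.20, adjusted p = 7.8e-10) at 60 min in edgeR, and mutant responses lay higher by 2.54 (standard error 0.26, adjusted p = 6.3e-08) and 2.55 (standard error 0.29, adjusted p = 2.7e-07). At 10 min the WT change of 0.24 (standard error 0.18, adjusted p = 0.22) did not pass in edgeR and is negative on total counts and relative to the qPCR reference gene. Without the second 10 min library it was 0.56 (adjusted p = 0.0096) and passed.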

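PtbZIP10 ranked 3 among the 208 measured transcription factors by mean TPM in the WT in red light, PtbZIP15 7 and PtbZIP18 9, at 18.5, 14.3 and 11.0 times the median factor. After 10 min PtbZIP10 ranked 2 and PtbZIP18 4, at 100.3 and 62.9 times the median of that time. The median factor had 42.0 TPM in red light and 20.4 after 10 min. PtbZIP14 ranked 162 in red light, below the median. The red light mean of PtbZIP10 owes much to its first library, with 1694, 438 and 197 TPM in the 3, and without it the rank was 11, at 8.82 times the median. Ranks are described, not tested.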

Overall, the studied bZIP transcription factors like PtbZIP10 and PtbZIP18 revealed a rather high transcript abundance. PtbHLH1a (RITMO1), which recently has been shown to be involved in the circadian regulation of *P. tricornutum* (Annunziata et al., 2019), is strongly transcribed after 10 min, and to a lesser extent after 60 min, which is mirrored much weaker in the mutant lines. 

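PtbHLH1a (RITMO1), a regulator of the diurnal clock, had 10.7 ± 11.7, 128 ± 18.5 and 13.2 ± 3.58 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. It rose by 4.67 (standard error 0.50, adjusted p = 4.7e-08) log2 units at 10 min in edgeR's quasi-likelihood test, and the 60 min change of 0.40 (standard error 0.46, adjusted p = 0.44) did not pass. Red light libraries had 24.1, 4.64 and 3.33 TPM, and without the first the 60 min change was 1.75 (adjusted p = 1.7e-05) in edgeR and passed. Ptaureo1a#8 had 25.6 ± 5.46, 55.5 ± 6.76 and 50.1 ± 6.80 TPM (SD, n = 3 each), with 1.14 (standard error 0.44, adjusted p = 0.23) at 10 min from edgeR, which did not pass. Ptaureo1a#9 had 17.1 ± 3.15, 31.9 ± 4.19 and 31.6 ± 6.85 TPM (SD, n = 2 each), with 0.79 (standard error 0.53, adjusted p = 1) in edgeR. The spread of the gene is shared over all 9 groups, so the unlike WT libraries enter the standard errors of the lines too. At 10 min the responses of the lines were smaller than in the WT by 3.54 (standard error 0.63, adjusted p = 5.0e-05) and 3.88 (standard error 0.71, adjusted p = 6.9e-05) in edgeR.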

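PtbHLH1b, a bHLH factor close to RITMO1, had 65.5 ± 30.8, 385 ± 74.2 and 120 ± 21.1 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min. It rose by 3.61 (standard error 0.23, adjusted p = 1.2e-11) log2 units at 10 min and was 0.94 (standard error 0.21, adjusted p = 4.4e-04) above red light at 60 min in edgeR's quasi-likelihood test. It rose also in Ptaureo1a#8, from 68.2 ± 4.66 to 146 ± 11.2 TPM (SD, n = 3 each), by 1.13 (standard error 0.21, adjusted p = 0.0019) in edgeR. Without any single red light library of that line it did not pass, at 1.13 (adjusted p = 0.01002), 1.14 (adjusted p = 0.0105) and 1.10 (adjusted p = 0.013). In Ptaureo1a#9 the change of 1.03 (standard error 0.25, adjusted p = 0.058) did not pass in edgeR, without a test of the difference between the lines. With replicate number as a block, for which this line has only 2 pairs, it passed. At 10 min the mutant responses were smaller by 2.48 (standard error 0.29, adjusted p = 2.5e-07) and 2.58 (standard error 0.33, adjusted p = 7.8e-07) in edgeR. In fold change of TPM, the WT rise of PtbHLH1b at 10 min was 5.88 and that of PtbHLH1a 11.9.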

Interestingly, PtbHLH1b, which is related to RITMO1, shows a very similar but even more pronounced expression pattern.

**Figure 5:**
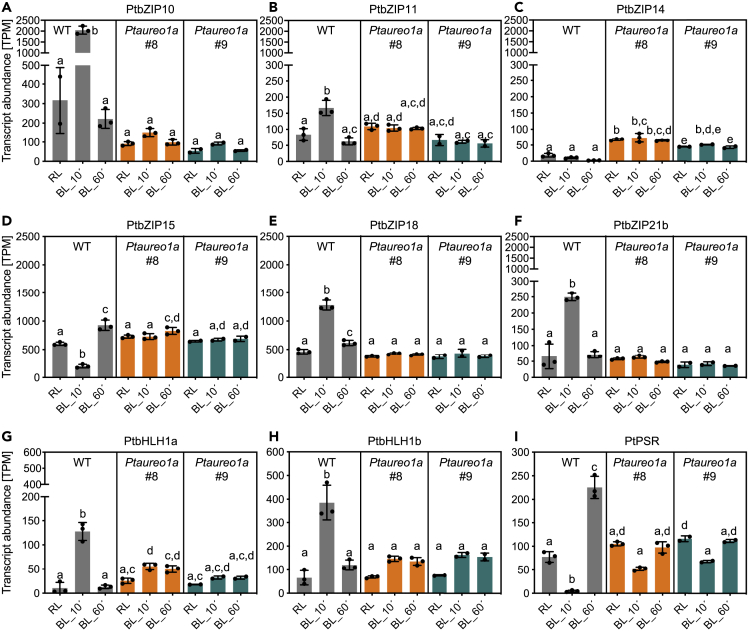
Transcript Abundance in TPM (Transcript per Million) of Genes of Selected Transcription Factors Transcript abundance of (A) PtbZIP10, (B) PtbZIP11, (C) PtbZIP14, (D) PtbZIP15, (E) PtbZIP18, (F) PtbZIP21b, the basic-helix-loop-helix transcription factors (G) PtbHLH1a (RITMO1) and (H) PtHlH1b, and (I) the Myb1R_SHAQKYF5 transcription factor (PtPSR) in wild-type cells and two independent PtAureo1a knockout lines (*PtAureo1a #8* and *#9*) are shown. For each gene, the average transcript abundance is shown for samples at time points 0, 10, 60 min after the light shift from red (RL) to blue (BL) light. Identical y axes have been chosen for two groups to allow a comparison of the transcript abundances. Statistics were performed using two-way ANOVA with Tukey test to correct for multiple comparisons. TPM values were called significantly different if adjusted p value ≤0.05. Letters indicate statistical significance. TPM values sharing letters are not significantly different.

Finally, we also examined genes that are involved in post-translational modifications (PTMs) of histones like acetyl-transferases, deacetylases, and methyl-transferases (Figure S4). Interestingly, most of the genes encoding PTM-related proteins were less expressed in WT cells compared with PtAureo1a KO mutants at all time points. However, the most pronounced changes in transcription of PTM genes between WT cells and PtAureo1a KO were observed after 10 min, indicating that PtAureo1a is required for regulating the histone PTMs.

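Phatr3_EG00952, annotated as histone deacetylase 6, stood at 13.8 ± 1.55 TPM (SD, n = 3) in the WT after 10 min, 42.8 ± 2.36 (SD, n = 3) in Ptaureo1a#8 and 44.4 ± 2.15 (SD, n = 2) in Ptaureo1a#9. WT was lower by 0.29 (standard error 0.074, adjusted p = 0.0011) and 0.39 (standard error 0.081, adjusted p = 2.0e-04) log2 units in edgeR's quasi-likelihood test. At 60 min the same gene was higher in the WT, by 0.44 (standard error 0.073, adjusted p = 1.9e-05) and 0.34 (standard error 0.082, adjusted p = 7.8e-04) in edgeR. Phatr3_J47425, of the MRG family that binds methylated histones, was higher in the WT at 10 min, by 2.44 (standard error 0.076, adjusted p = 5.6e-16) and 2.68 (standard error 0.089, adjusted p = 2.6e-15) in edgeR. Of 43 genes the WT value was below Ptaureo1a#8 for 25, 27 and 23 at 0, 10 and 60 min, and below Ptaureo1a#9 for 26, 27 and 23. At an adjusted p below 0.01 from edgeR, 4, 24 and 17 were lower in the WT than in Ptaureo1a#8 and 6, 11 and 15 higher. Against Ptaureo1a#9 15, 24 and 14 were lower and 5, 12 and 18 higher; adjusted over the list alone all these numbers were the same. Sign depends on scaling: on total counts 32, 36 and 28 lay below Ptaureo1a#8 and 26, 38 and 23 below Ptaureo1a#9, and relative to the qPCR reference gene 32, 35 and 35, and 30, 38 and 38. By edgeR calls on total counts 13, 34 and 19 were lower in the WT than in Ptaureo1a#8 and 5, 5 and 11 higher, and for Ptaureo1a#9 16, 33 and 19 lower and 3, 4 and 11 higher. Relative to the reference gene it was 14, 34 and 31 lower and 4, 5 and 2 higher, and 19, 33 and 32 lower and 1, 4 and 1 higher. With the median of ratios 19 were lower and 16 higher at 10 min, and 22 and 15 for Ptaureo1a#9. Mean differences of the WT to Ptaureo1a#8 were -0.041, -0.49 and -0.15 log2 units and to Ptaureo1a#9 -0.14, -0.59 and -0.23. Of all tested genes 54.1%, 58.0% and 50.6% lay below Ptaureo1a#8 at these times and 52.1%, 58.1% and 50.2% below Ptaureo1a#9.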

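Phatr3_Jdraft1647, a histone lysine methyltransferase gene, fell in the WT from 2.05 ± 0.575 to 0.0956 ± 0.00306 TPM (SD, n = 3 each) in 10 min, by 3.36 (standard error 0.36, adjusted p = 4.5e-08) log2 units in edgeR's quasi-likelihood test. Phatr3_J45906, also annotated as histone deacetylase 6, fell from 15.7 ± 1.04 to 1.56 ± 0.396 TPM (SD, n = 3 each), by 2.29 (standard error 0.15, adjusted p = 3.9e-11) in edgeR. Phatr3_J43627, of the elongator complex that modifies histones and tRNA, fell from 22.6 ± 5.03 to 2.28 ± 0.151 TPM (SD, n = 3 each), by 2.26 (standard error 0.10, adjusted p = 1.2e-13) in edgeR. In the WT 23 of 43 genes fell and 13 rose at 10 min by edgeR, and 14 and 13 at 60 min. On total counts it was 36 and 5 and then 17 and 10, and relative to the qPCR reference gene 29 and 5 and then 27 and 5. Responses at 10 min differed from the WT in 32 genes for Ptaureo1a#8, 22 of them higher in the line, and in 30 for Ptaureo1a#9, 21 of them higher. On total counts 34 were higher and 4 lower in Ptaureo1a#8 and 34 and 5 in Ptaureo1a#9, and with the median of ratios 17 and 12 in each. Within the lines 1 gene passed at 10 min in Ptaureo1a#8 and 0 in Ptaureo1a#9 by edgeR. The median difference of the list to Ptaureo1a#8 at 10 min was -0.37, where that of all genes was -0.38, and to Ptaureo1a#9 -0.63 against -0.40.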

## Discussion

Photoreceptors are important for cellular acclimation, a dynamic process that includes sensing of environmental signals, and signaling to the nucleus in order to change gene expression, and cellular/organismic remodeling eventually. Light acclimation has been studied intensively in diatoms, showing that a shift from low to high light induces a reduction in light harvesting antenna size, and an increase of components of electron transport and C-assimilation, but also leads to higher activities of photoprotection, N-assimilation, protein biosynthesis, carbohydrate storage, nutrient transporters, and cell proliferation (Smith et al., 2019; Wilhelm et al., 2014). In green algae, the mechanism triggering this cellular reorganization is closely linked to the light-dependent redox state of the cells (reviewed in Burlacot et al., 2019). In diatoms, the redox state of the PQ pool is also involved in light acclimation reactions (Lepetit et al., 2013), but the redox control machinery in the plastid via the redox regulator thioredoxin is different from that of green algae (Matsuda and Kroth, 2014). Recently, it was shown that the light acclimation ability in diatoms instead is strongly dependent on the aureochrome photoreceptor system (Schellenberger Costa et al., 2013), which is lacking in the green lineage. PtbHLH1a (also called RITMO1) is involved in regulation of circadian rhythm of diatoms (Annunziata et al., 2019). 

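PtbHLH1a (RITMO1), the clock factor of the bHLH family, had 24.1, 4.64 and 3.33 TPM in the 3 red light libraries of the WT and 143, 107 and 133 after 10 min. The first red light library stands above the others. The gene rose by 4.67 (standard error 0.50, adjusted p = 4.7e-08) log2 units, 25.5-fold, at 10 min in edgeR with TMM scaling. Mean TPM rose 11.9-fold, and the log2-fold change on total counts was 3.57. Between 10 and 60 min the gene fell by 4.27 (standard error 0.49, adjusted p = 1.3e-07) log2 units in edgeR's quasi-likelihood test.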

Transcription of RITMO1 in our experiment is increased by about 30-fold upon blue light exposure for 10 min, suggesting that its rhythmicity might be triggered by activation of aureochromes and/or other photoreceptors. Especially for benthic diatoms, it has been shown that minor changes in their location within the sediments can already have a strong impact on wavelength-specific light attenuation (Cartaxana et al., 2016), requiring adequate responses. Aureochromes can affect gene expression directly, and such a direct interaction with promoters may result in faster responses to light changes compared with other photoreceptors that are relying on signal cascades that include, e.g., phosphorylation steps (Duanmu et al., 2017). We observed that blue light strongly influenced gene expression of genes of the Calvin cycle, the photosynthetic light reaction, the tetrapyrrole biosynthesis, and the lipid metabolism (Figure 2B). These processes are directly affected by available light intensity and color, as they may buffer a potential excess of light energy, for which blue light can be indicative. Indeed, in the PtAureo1a knockout mutants these responses are much weaker (see Table S3).

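TPI/GapC3, annotated as a glyceraldehyde-3-phosphate dehydrogenase, was still up at 60 min, by 4.12 (standard error 0.20, adjusted p = 1.6e-12) log2 units in edgeR's quasi-likelihood test. Lhcf1, a light-harvesting protein, had 2777 ± 979, 2039 ± 567 and 606 ± 26.7 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min and was lower by 2.15 (standard error 0.29, adjusted p = 1.7e-06) at 60 min in edgeR. PTD12, a fatty acid desaturase, was up by 2.97 (standard error 0.24, adjusted p = 1.3e-09) at 60 min in edgeR. At 60 min 20 Calvin-Benson genes were up and 4 down by edgeR, 23 and 12 fatty acid genes (18 and 15 relative to the reference gene), 12 and 10 electron transport genes (8 and 16), and 9 and 27 light-harvesting genes. Between 10 and 60 min 32 light-harvesting genes fell and 5 rose.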

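PGK, a phosphoglycerate kinase of the Calvin-Benson cycle, had 20.3 ± 4.48, 292 ± 58.6 and 163 ± 10.9 TPM (SD, n = 3 each) in the WT at 0, 10 and 60 min, 17.7 ± 0.736, 17.5 ± 1.89 and 7.58 ± 1.30 TPM (SD, n = 3 each) in Ptaureo1a#8 and 14.7 ± 0.858, 16.5 ± 1.17 and 9.59 ± 1.44 TPM (SD, n = 2 each) in Ptaureo1a#9. Its 10 min response was smaller by 4.88 (standard error 0.25, adjusted p = 1.7e-12) and 4.80 (standard error 0.27, adjusted p = 1.3e-11) log2 units in the lines in edgeR's quasi-likelihood test. PTD15, the desaturase, responded less at 10 min by 5.67 (standard error 1.03, adjusted p = 5.7e-05) and 4.93 (standard error 0.81, adjusted p = 2.0e-05) in edgeR. In the interaction at 10 min, 18 of 26 Calvin-Benson genes were lower in response and 2 higher in each line by edgeR. Of 49 fatty acid genes 31 were lower and 12 higher in Ptaureo1a#8, and 29 and 11 in Ptaureo1a#9. For electron transport it was 16 and 4 of 32 in each line, for light harvesting 9 and 4 of 46 and 9 and 3, and for tetrapyrrole synthesis 5 and 6 of 31 and 4 and 4. On total counts 8 electron transport genes were lower and 10 higher in Ptaureo1a#8, and 8 and 10 light-harvesting genes, and 7 and 8 of each in Ptaureo1a#9, so these 2 lists turn round. Calvin-Benson genes were then 10 lower and 7 higher in Ptaureo1a#8 and 12 and 7 in Ptaureo1a#9, fatty acid genes 24 and 18 and 23 and 18, and tetrapyrrole genes 4 and 24 and 3 and 24. At 60 min 16 tetrapyrrole genes responded higher and 3 lower in Ptaureo1a#8, and 15 and 3 in Ptaureo1a#9. Within the lines 0 Calvin-Benson genes passed at 10 min by edgeR, with 1 down in Ptaureo1a#8 adjusted over the list alone, and 5 fell at 60 min in Ptaureo1a#8.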

One important observation of this and previous work is that knocking out PtAUREO1a is not lethal but results in specific phenotypes like a reduced light acclimation and a drastically reduced blue light response. This indicates that the aureochromes in *P. tricornutum* may have specific functions, and, at least in case of PtAUREO1a, cannot complement each other. Instead, they may form a self-controlling network, similarly to land plant phytochromes and the respective PIF transcription factors (Legris et al., 2019). The expression and function of aureochromes in *P. tricornutum* can be regulated on different levels: First, the transcription of the aureochromes shows different diel patterns: the expression of PtAureo1a and 1c follows a diel cycle, whereas transcription of the PtAureo1b gene is light induced (Banerjee et al., 2016b). 

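PtAureo1b responded at 10 min 1.89 (standard error 0.11, adjusted p = 1.9e-11) log2 units higher in Ptaureo1a#8 than in the WT and 1.73 (standard error 0.13, adjusted p = 4.6e-10) higher in Ptaureo1a#9, as interactions in edgeR's quasi-likelihood test. PtAureo2 responded 2.88 (standard error 0.23, adjusted p = 1.2e-09) and 2.71 (standard error 0.26, adjusted p = 1.6e-08) higher in edgeR, and at 60 min 4.48 ± 0.24 and 4.49 ± 0.27 (standard error) higher. PtAureo1c responded lower by 1.95 (standard error 0.22, adjusted p = 1.1e-07) and 1.95 (standard error 0.24, adjusted p = 5.6e-07) at 10 min in edgeR. At 60 min its interactions of -0.47 (standard error 0.21, adjusted p = 0.060) and -0.48 (standard error 0.24, adjusted p = 0.093) did not pass in edgeR. Without the first red light library of the WT they were -0.82 (adjusted p = 5.7e-06) and -0.81 (adjusted p = 2.3e-05) and passed.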

Second, we here observed that, in addition to this circadian control, PtAureo1b, 1c, and 2 show a different expression pattern in the PtAureo1a KO mutant lines: PtAureo1a, under blue light, has a negative impact on the expression of the PtAureo1b and 2 genes, whereas PtAureo1c transcription requires the presence and stimulation of PtAUREO1a (Figure 3). 

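PtAureo1a ranked 11, PtAureo1b 12, PtAureo2 16 and PtAureo1c 25 among 208 transcription factors by mean TPM in the WT in red light. After 10 min PtAureo1a ranked 52, PtAureo1b 80, PtAureo2 115 and PtAureo1c 21. Mean TPM at 10 min was lower by a factor of 4.14 for PtAureo1a, 8.36 for PtAureo1b and 13.8 for PtAureo2, and at 60 min by 17.9, 2.47 and 20.7. TPM carries the shift of all genes at 10 min. With TMM scaling the edgeR changes there were -1.02, -2.03 and -2.75 log2 units. Between 10 and 60 min PtAureo1b rose again, by 0.78 (standard error 0.081, adjusted p = 2.9e-08) log2 units in edgeR's quasi-likelihood test, while PtAureo1a and PtAureo2 fell further by 3.12 (standard error 0.27, adjusted p = 2.0e-09) and 1.58 (standard error 0.17, adjusted p = 4.4e-08).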

We further could show that all PtAureo genes are highly expressed under red light conditions in WT cells, whereas transcription of PtAureo1a, 1b, and 2 is strongly downregulated after 10 and 60 min of blue light exposure. This indicates that aureochromes themselves and—as the PtAureo genes are regulated in WT but not in PtAureo1a KO lines—apparently no other blue light receptor may inhibit the expression of these aureochromes or that red light is required for their transcription. 

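PtAureo1c had 226, 127 and 114 TPM in the 3 red light libraries of the WT, 292, 314 and 322 after 10 min and 200.1, 210.3 and 228 after 60 min. Mean TPM was 1.99 times the red light value at 10 min and 1.37 times at 60 min. TPM carries the shift of all genes at 10 min, and in edgeR with TMM scaling the 10 min rise of PtAureo1c was 2.04 log2 units. Between 10 and 60 min it fell by 1.52 (standard error 0.15, adjusted p = 2.0e-08) log2 units in edgeR's quasi-likelihood test, also with TMM scaling.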

PtAureo1c is the only aureochrome that shows an increased transcription after a change to blue light in WT cells. A third mode of aureochrome regulation is the potential formation of heterodimers with other aureochromes or possibly other bZIP transcription factors (Banerjee et al., 2016b). This makes a discussion on the exact regulatory role of PtAUREO1a more complicated, as we do not know yet, whether (1) the absence of PtAUREO1a homodimers in the mutant lines is responsible for the drastic decrease of blue light induction, or whether (2) other aureochromes or bZIP factors may require PtAUREO1a as partner for heterodimer formation. Indeed, hetero-dimerization of PtAUREO1a and PtAUREO1c has been demonstrated *in vitro* (Banerjee et al., 2016a; Essen et al., 2017).

Although some of the previous investigations on externally induced changes in gene expression in *P. tricornutum* focused on long-term acclimation (Cruz de Carvalho et al., 2016; Huang et al., 2019), others also took short-term changes into consideration. Bones and coworkers showed that *P. tricornutum* responds strongly to light exposure after 48 h in complete darkness, and also to equal doses of red, green, and blue light (Nymark et al., 2013; Valle et al., 2014). Although these experiments were performed via microarrays that cover only a number of pre-selected genes, thus giving limited insights into global gene expression, they demonstrate the strongest responses 30 min after the light shift, which is the earliest time point investigated in that work (Nymark et al., 2013). This clearly supports our hypothesis that the fast changes that we observed are most likely based on photoreceptors and a quick conversion of the response via transcription factors. Smith et al. (2019) studied the response of *P. tricornutum* to a shift from nitrogen to ammonium and found about 50% of all genes responding to N-deplete or N-replete conditions; binning of the responding genes resulted in 201 distinct clusters or response types. Although cluster selection can be done in different ways and to different extent, this number is much larger than the numbers of cluster that we obtained for the blue light response. This may indicate that nutrient responses are much less hierarchically initiated and conveyed than the responses to blue light that are transmitted via PtAureo1a.

So far, we have a very fragmented knowledge about aureochrome-mediated signaling processes. In land plants, photoreceptors lack DNA-binding motifs and therefore do not interact directly with promoters. Instead, complex light-induced developmental processes require interaction of the photoreceptors with key regulators like COP1/SPA and HY5, which either interact with other proteins or serve as transcription factors, multiplying the responses and controlling processes like photomorphogenesis (Hoecker, 2017; Podolec and Ulm, 2018). As such systems so far have not been identified in diatoms and other stramenopiles, these algae likely developed a different regulatory system that relies on aureochromes that are both photoreceptors and transcription factors. Genetic regulation in plants like *A. thaliana* depends much more on transcription factors than it may be the case in diatoms, which may reflect their higher morphological complexity. Although approximately 5% of the total genes in *A. thaliana* are estimated to be transcription factors (Riechmann et al., 2000), in *P. tricornutum* transcription factor genes only represent about 2% of its total genes (Rayko et al., 2010). Nonetheless, the 214 identified transcription factors (Rayko et al., 2010) in *P. tricornutum* allow an astonishingly and unprecedented strong response within a very short time frame of 10 min, majorly initiated by PtAUREO1a.

Given the huge number of affected genes including the drastic changes in transcript pattern of transcription factors, it seems though unlikely that the huge impact on cellular transcription, which is observed in the WT cells, but absent in the PtAureo1a knockout lines, is based on individual interaction of PtAUREO1a with all respective promoters. This notion is supported by our finding that PtAureo1a expression at time point 0 is not particularly high, compared with that of the other transcription factors (based on TPM values). It seems more likely that, besides a putative direct interaction of PtAUREO1a homodimers and heterodimers with promoters of target genes (see above), PtAUREO1a may be involved in changes of the expression of other transcription factors, which themselves are responsible for gene regulation (including that of other transcription factor genes). Such a cascade of transcription factor activities could explain the wide response by the limited number of PtAUREO photoreceptors, representing an equivalent to the signal cascades of other photoreceptors that are based on phosphorylation/dephosphorylation of signaling components, modulating gene transcription via more than one step. This described regulation may also occur in red light conditions, as we observed that transcripts of several transcription factors are virtually absent in PtAureo1a KO lines in red light, and therefore should not be able to influence gene expression already after 10 min of BL.

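PtAureo1a had 8.16 times the TPM of the median transcription factor in the WT in red light. HSF2, a heat shock factor gene, ranked just above it as number 10 of 208, at 9.01 times the median. The upper quartile of the factors lay at 87.7 TPM. Libraries of red light were averaged, and no test is involved.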

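Pt_HSF2.2c, a heat shock factor gene, stood at 48.6 ± 4.41 TPM (SD, n = 3) in Ptaureo1a#8 and 49.1 ± 6.25 (SD, n = 2) in Ptaureo1a#9 in red light, below the WT by 4.22 (standard error 0.60, adjusted p = 1.8e-05) and 4.05 (standard error 0.70, adjusted p = 1.2e-04) log2 units in edgeR's quasi-likelihood test. The WT libraries stood at 1820, 272 and 134 TPM. Pt_HSF4.6a, of the same family, had 68.8 ± 65.9 TPM in the WT and 7.06 ± 2.05 in Ptaureo1a#8 (SD, n = 3 each), a difference of -3.66 (standard error 0.67, adjusted p = 2.3e-04) in edgeR. Pt_bHLH3 was higher in Ptaureo1a#8, 13.1 ± 1.64 TPM against 1.38 ± 0.439 (SD, n = 3 each), by 2.94 (standard error 0.19, adjusted p = 3.7e-09) in edgeR. In red light 39 of 208 factors were lower and 26 higher in Ptaureo1a#8 by edgeR, and 57 and 46 in Ptaureo1a#9. Which direction prevails depends on the scaling: in Ptaureo1a#8 31 were lower and 49 higher on total counts and 32 and 40 relative to the qPCR reference gene, and in Ptaureo1a#9 52 and 53, and 32 and 70. With absence taken as under 1 TPM in every red light library of both lines, and at least 5 TPM on average in the WT, 0 factors were absent, and 0 with limits of 0.5 or 2 TPM.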

Besides the activity of transcription factors, the enzymatic modification of histones, for instance, by deacetylases and methylases, may have a strong impact on transcriptional activity. Such post-translational (PTM) activity has also been described recently for *P. tricornutum* (Veluchamy et al., 2013). 

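Phatr3_EG02126, listed as histone-modifying, fell in the WT from 15.5 ± 1.81 to 1.25 ± 0.0379 TPM (SD, n = 3 each) within 10 min, by 2.59 (standard error 0.095, adjusted p = 5.0e-15) log2 units in edgeR's quasi-likelihood test, and its response was higher by 2.67 (standard error 0.12, adjusted p = 5.6e-13) in Ptaureo1a#8 and 2.41 (standard error 0.14, adjusted p = 1.2e-11) in Ptaureo1a#9. Phatr3_J44757, also of this list, rose from 15.3 ± 1.36 to 41.3 ± 1.11 TPM (SD, n = 3 each), by 2.47 (standard error 0.085, adjusted p = 2.2e-15) in edgeR, and its response was smaller by 2.20 (standard error 0.12, adjusted p = 3.3e-12) and 2.35 (standard error 0.13, adjusted p = 8.4e-12). After 60 min 17 genes were lower and 15 higher in the WT than in Ptaureo1a#8 by edgeR, 19 and 11 on total counts and 31 and 2 relative to the qPCR reference gene.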

As we could show that most of the genes known to be involved in PTMs are expressed to a lower degree in WT cells compared with PtAureo1a KO mutant lines, especially after the shift to blue light for 10 min (Figure S4), we hypothesize that histone modification may play an important role in PtAUREO1a-mediated responses (Figure 6).

**Figure 6:**
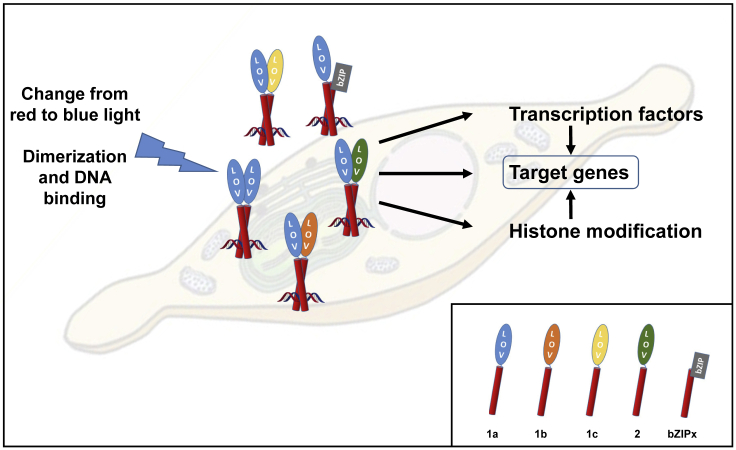
Hypothetical Model Describing the Impact of Aureochrome 1a (AUREO1a) on Gene Expression in *P. tricornutum* In the right lower corner, the individual aureochrome monomers and an exemplary bZIP protein are shown. PtAUREO1a, upon activation by blue light, may form homodimers, heterodimers with other aureochromes, or heterodimers with other bZIP proteins and bind to promoters. PtAUREO dimers may affect genes directly, and also via the transcriptional regulation of transcription factors, as well as by regulating the expression of histone modifying enzymes.

In conclusion, it was very surprising to see that the deletion of a single blue light receptor (PtAUREO1a) has such a strong impact on gene expression, even though the cells possess several blue light receptors. This indicates that PtAUREO1a plays a central role in the perception of blue light by the algae. It may act on different regulatory levels, which include (1) the direct regulation of genes either as homo-dimers, aureochrome heterodimers, or heterodimers with other bZIP proteins like PtbZIP10 (Huysman et al., 2013), (2) the direct or indirect control of different transcription factors, and (3) the regulation of histone modifications. The aureochrome system of diatoms may serve as a future model to elucidate both top-down signaling cascades triggered by a single protein as well as diatom-specific regulatory mechanisms.

### Limitations of the Study

Here we show that diatom transcription responds dramatically to blue light and that mostly aureochrome 1a is responsible for this response. Aureochromes are only found in Stramenopile algae, which include different algal groups, like the ecologically important diatoms, chrysophytes, and brown algae. The results thus cannot be used directly to understand better the light regulation in land plants. We also have to proof experimentally in future analyses, which other transcription factors in which order are specifically involved in transmitting aureochrome-induced responses to such a large number of promoters.

### Resource Availability

#### Lead Contact

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, Peter Kroth ().

#### Materials Availability

The strain used in this study (*P. tricornutum* Pt4, UTEX#646) is available from the UTEX Culture Collection (https://utex.org).

#### Data and Code Availability

The read data are deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession number GSE158698. The datasets generated and analyzed during this study are available in the Supplemental Information.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

## Supplemental Information

Document S1. Transparent Methods, Figures S1–S4, and Table S1

Table S2. Differential Regulation of Transcription Factors Identified (A–C) Differential regulation of transcription factors according to Rayko et al., 2010 and Matthijs et al., 2017 upon 10 and 60 min blue light illumination in WT and PtAUREO1a knockout strains. Table S2A shows transcription factors sorted by family. Table S2B shows transcription factors primarily sorted by their regulation pattern after 10min of blue light illumination and secondarily sorted by TF family. Table S2C shows secondary sorting by log2-fold change of transcripts.

Table S3. Transcriptomic Data Based on Edge R Values, Related to Main Figure 2

Table S4. Transcriptomic Data Based on TMP Values, Related to Main Figure 2

## Footnotes

Supplemental Information can be found online at https://doi.org/10.1016/j.isci.2020.101730.

# Supplementary material for: The Aureochrome Photoreceptor PtAUREO1a Is a Highly Effective Blue Light Switch in Diatoms
**Source:** iScience. 2020 Oct 24;23(11):101730. doi: 10.1016/j.isci.2020.101730
**Supplement:** Document S1. Transparent Methods, Figures S1–S4, and Table S1

Supplemental Information

The Aureochrome Photoreceptor

PtAUREO1a Is a Highly Effective

Blue Light Switch in Diatoms

Marcus Mann, Manuel Serif, Thomas Wrobel, Marion Eisenhut, Shvaita Madhuri, Samantha Flachbart, Andreas P.M. Weber, Bernard Lepetit, Christian Wilhelm, and Peter G. Kroth

Figure S1: Volcano scatter plots displaying the probability (FDR adjusted p-value) against the log₂-fold change. Related to Fig. 2.

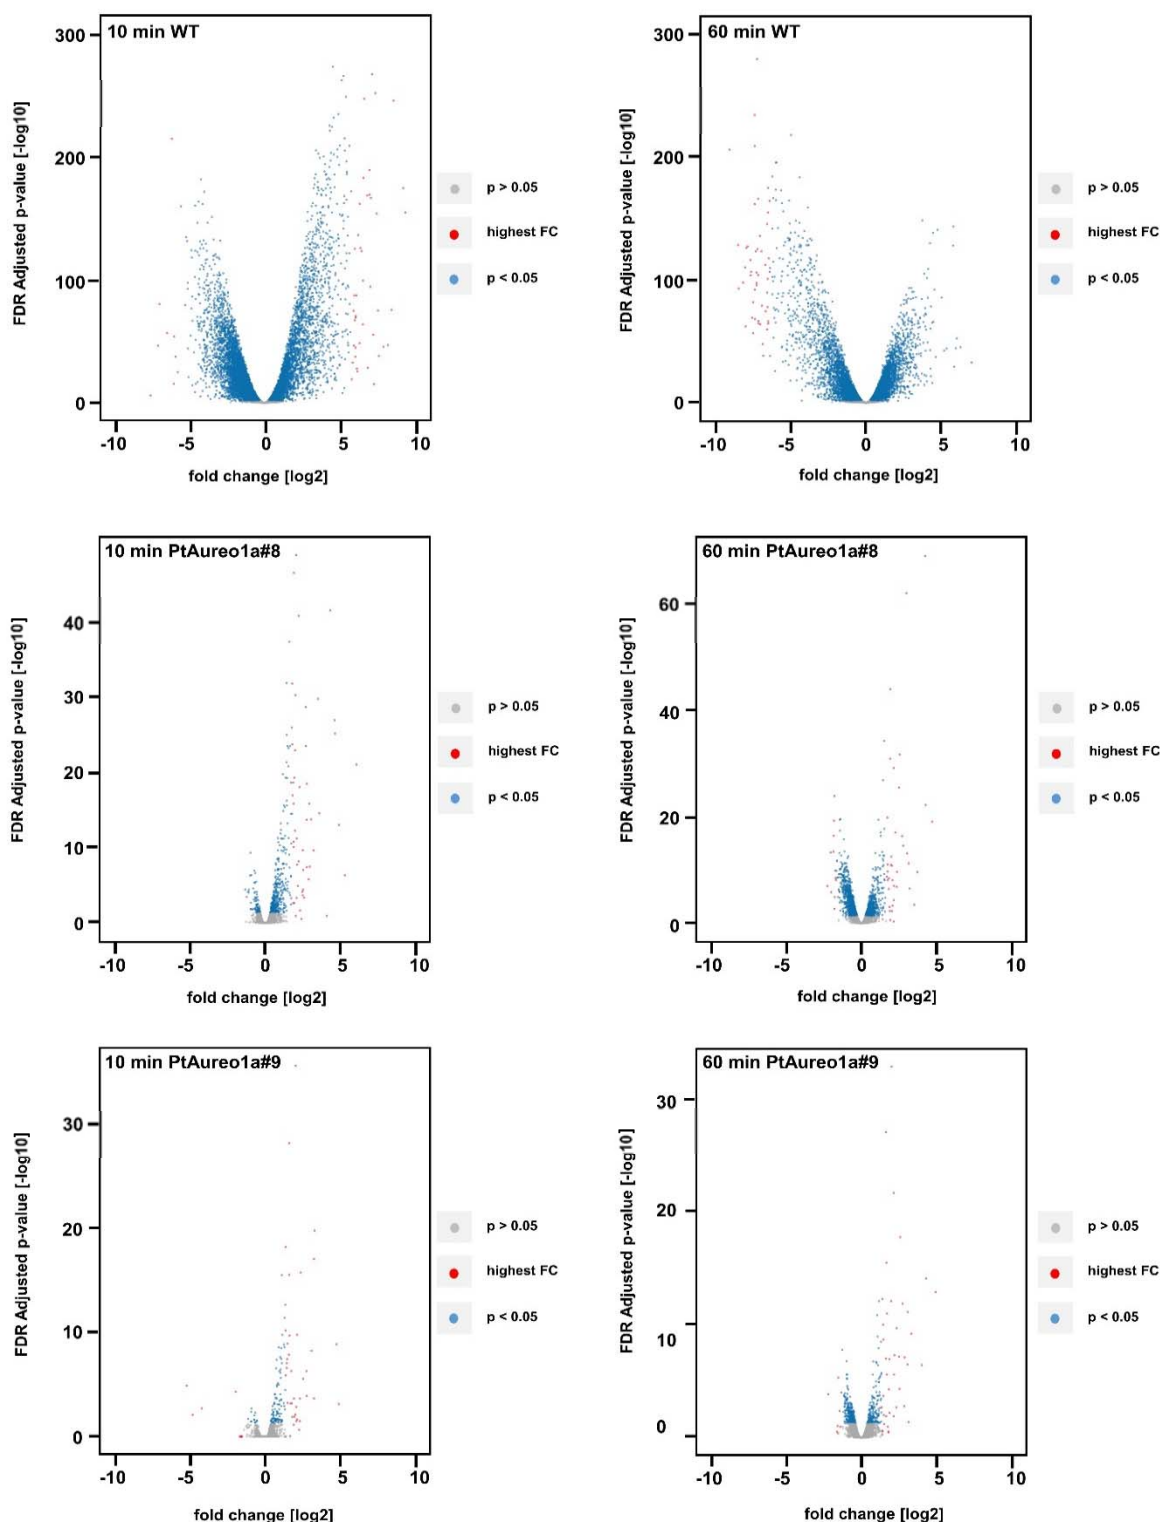

Figure S1: Volcano scatter plots displaying the probability (FDR adjusted p-value) against the log₂-fold change. In wild type cells, a large number of genes are either up- or down-regulated after a shift to 10 min of blue light, while after 60 min the majority of genes is down-regulated. Knockout mutants *PtAureo1a*#8 und #9 show a similar pattern, but much weaker, as much less genes are regulated.

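GapC2a, a glyceraldehyde-3-phosphate dehydrogenase, was down at 60 min, from 357 ± 41.0 to 15.5 ± 6.20 TPM (SD, n = 3 each), by 4.49 (standard error 0.19, adjusted p = 2.8e-13) log2 units in edgeR's quasi-likelihood test. Phatr3_J31494, annotated as a transferase, was up, from 3.22 ± 0.799 to 69.7 ± 2.49 TPM (SD, n = 3 each), by 4.49 (standard error 0.26, adjusted p = 1.4e-11) in edgeR. Of the genes that passed at 60 min 49.9% were up. On total counts 2970 rose and 3943 fell, and relative to the qPCR reference gene 1675 and 5681. With changes of at least 2-fold in edgeR, 1524 were up and 2005 down.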

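Phatr3_J47583, a short-chain dehydrogenase gene, rose at 10 min by 1.90 (standard error 0.099, adjusted p = 6.4e-10) log2 units in Ptaureo1a#8 and 1.43 (standard error 0.12, adjusted p = 1.0e-06) in Ptaureo1a#9 in edgeR's quasi-likelihood test. Phatr3_J18337, an asparagine synthase gene, fell at 60 min in Ptaureo1a#8 from 10.7 ± 1.02 to 2.94 ± 0.782 TPM (SD, n = 3 each), by 1.84 (standard error 0.21, adjusted p = 1.5e-05) in edgeR, while in the WT it rose by 3.52 (standard error 0.21, adjusted p = 1.9e-11). The sulfate adenylyltransferase gene Phatr3_J42282 fell in Ptaureo1a#8 by 1.62 (standard error 0.22, adjusted p = 7.4e-05) and rose in the WT by 3.53 (standard error 0.24, adjusted p = 1.1e-10) in edgeR. Of 241 genes that passed both in the WT and in Ptaureo1a#8 at 10 min, 183 went the same way. Of 971 such genes at 60 min, 143 went the same way and 828 the opposite way. In Ptaureo1a#9 it was 50 of 56 at 10 min and 39 of 86 at 60 min. Ribosome biogenesis genes fell in Ptaureo1a#8 at 60 min, 26 of 47 by edgeR and 32 adjusted over the list alone, where camera gave an adjusted p = 1.2e-15 with a preset and adjusted p = 0.47 with an estimated correlation.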

Figure S2: Clustering of up- and downregulated genes of groups of transcription factors from WT cells. Related to Fig. 5.

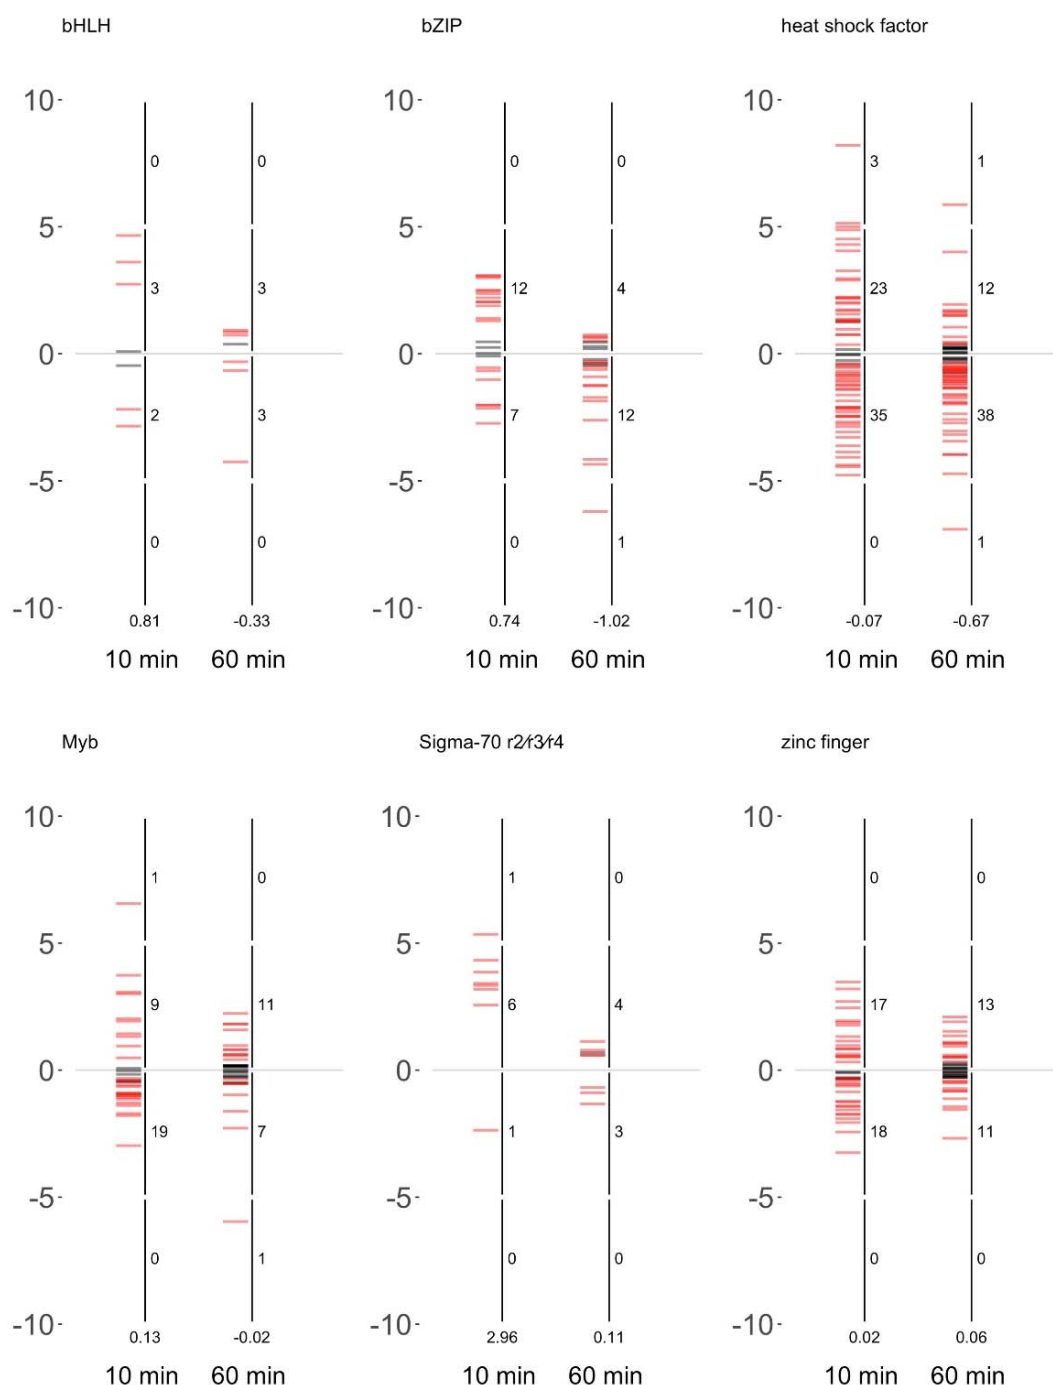

Figure S2: Clustering of up- and downregulated genes of groups of transcription factors from WT cells. The y-axis refers to log₂-fold change at the respective time point compared to time point 0, the small numbers at the right side of the vertical axis indicate the number of genes regulated in the respective log₂-fold interval covering five units and the small number below the y-axis refers to the average log₂-fold change of the whole transcription factor family. Red bars: significantly changes (P < 0.05); black bars: not significantly changes (P > 0.5). Most of the transcription factor families (with the exception of zinc finger proteins and heat shock factors) show more genes to be upregulated than downregulated after 10 min. After 60 min, most families show a balanced distribution or slight increase of downregulated genes (with the exception of zinc finger proteins).

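Pt_Myb2R8, a Myb factor gene, rose from 49.7 ± 7.06 to 203 ± 49.0 TPM (SD, n = 3 each) in 10 min, by 3.07 (standard error 0.15, adjusted p = 4.4e-13) log2 units in edgeR's quasi-likelihood test. Pt_CCCH9, a zinc finger gene, rose from 49.9 ± 8.76 to 269 ± 49.7 TPM (SD, n = 3 each), by 3.48 (standard error 0.14, adjusted p = 2.4e-14) in edgeR. Pt_sigma70.4, the only sigma-70 gene that went down, fell by 2.36 (standard error 0.084, adjusted p = 3.4e-15) in edgeR. Of 32 Myb genes 9 rose and 15 fell by edgeR, on total counts 7 and 22, and with the median of ratios 11 and 10. By edgeR 17 zinc finger genes rose and 17 fell, which on total counts was 7 and 28. Of 7 bHLH genes 3 rose and 2 fell, and on total counts 3 and 4. Of 32 factors outside these families 11 rose and 13 fell, on total counts 6 and 20, and with the median of ratios 16 and 11.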

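Pt_TAZ2, a zinc finger gene, rose from 21.6 ± 3.58 to 89.0 ± 9.03 TPM (SD, n = 3 each) by 60 min, by 2.10 (standard error 0.092, adjusted p = 4.1e-13) log2 units in edgeR's quasi-likelihood test. Pt_CCCH15, of the same family, fell from 180.2 ± 20.5 to 59.2 ± 1.79 TPM (SD, n = 3 each), by 1.55 (standard error 0.11, adjusted p = 2.2e-10) in edgeR. By edgeR 13 zinc finger genes were up and 9 down, and 12 and 14 on total counts. For Myb genes it was 10 up and 7 down (6 and 16 relative to the reference gene), for bZIP genes 4 and 10 (0 and 16), for sigma-70 genes 3 and 2 (1 and 3).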

Figure S3: Changes in expression of selected genes. Related to Transparent Methods.

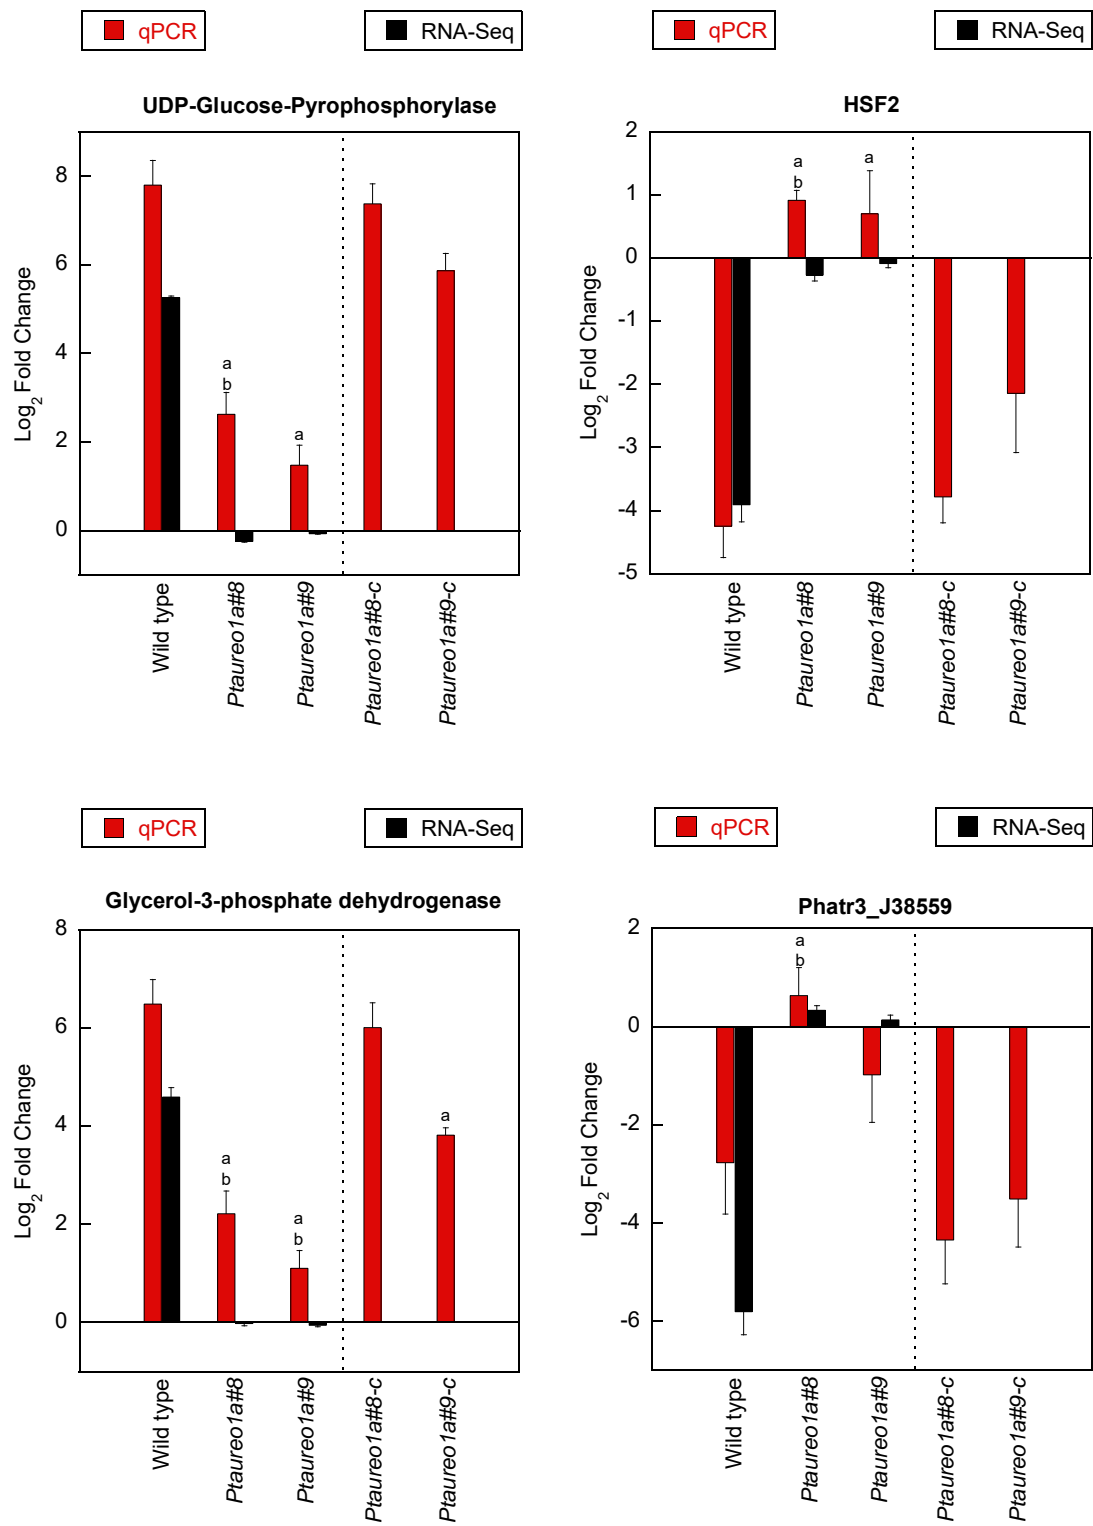

Figure S3: Changes in expression of selected genes (UDP glucose pyrophosphorylase (Phatr3_EG02613), HSF2 (Phatr3_J55070), glycerol-3-phosphate dehydrogenase (Phatr_36821) and the undescribed gene Phatr3_J38559) after a shift from red light (28 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$, measured with a LICOR planar quantum sensor) to 10 minutes of blue light (18 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$), indicated in $\log_2$ -fold changes, in batch cultures of *P. tricornutum* WT, *Ptaureo1a#8*, *Ptaureo1a#9* and one complemented line for each knockout (*Ptaureo1a#8-c*, *Ptaureo1a#9-c*), determined by qPCR analyses of three biological replicates each. On the left side, genes that are upregulated upon a 10 min BL shift in the WT, based on the RNA-Seq analyses, are indicated. On the right side, genes that are downregulated upon a 10 min BL shift in WT cells, based on the RNA-Seq analyses, are indicated. For comparison, the $\log_2$ -fold changes for the respective genes, calculated from the TPM values of the RNA-Seq dataset, are indicated in black columns. Note that complemented lines have only been analyzed by qPCR and therefore are separated from WT and knockout lines by the dotted vertical line. Statistical significance for qPCR samples was determined using the Pairwise Fixed Reallocation Randomization Test performed by REST with 2000 randomizations. 'a' indicates statistical significance with $p < 0.05$ compared to the WT, while 'b' indicates statistical significance of the knockout line compared to the respective complemented line with $p < 0.05$. Standard error is indicated. A list of primers used is shown in Supplementary Table 1.

Figure S4: Log₂-fold transcript changes of putative histone modifying genes. Related to Fig. 6.

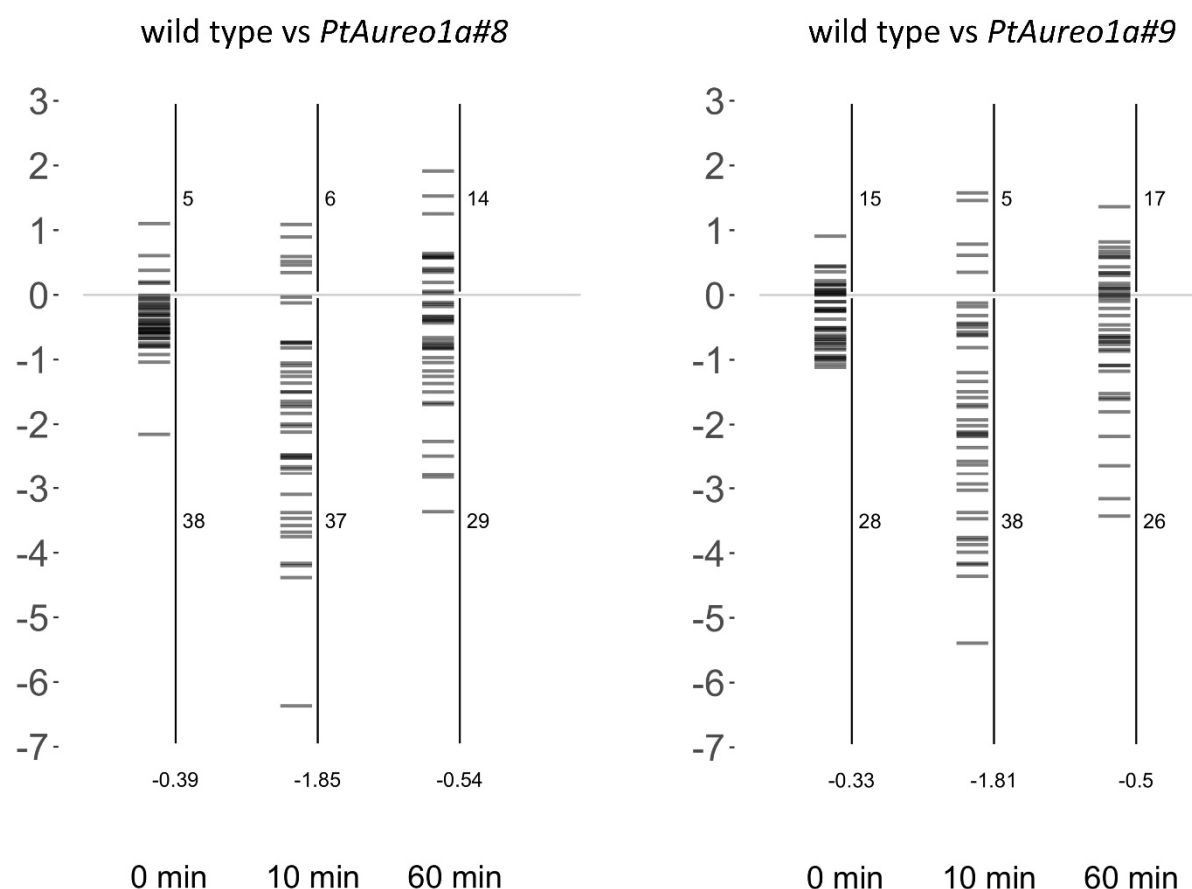

Figure S4: Log₂-fold transcript changes of putative histone modifying genes in WT vs *PtAureo1a#8* (a) and WT vs *PtAureo1a#9* (b) at time point 0, 10 and 60 min. The mean log₂-fold change for each gene is indicated as an individual bar. The numbers on the right side of the vertical axes indicate the amount of higher and lower expressed genes in the WT, respectively. The numbers below each plot indicate the average log₂-fold transcript change of all histone-modifying genes at the respective time point. The following genes have been included in the analyses (for details, see master tables: Supplemental Table 3/4 in individual files):

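Phatr3_J50848, of the elongator complex, was lower in the WT at 10 min, by 2.32 (standard error 0.11, adjusted p = 1.1e-13) log2 units against Ptaureo1a#8 and 2.76 (standard error 0.11, adjusted p = 2.9e-14) against Ptaureo1a#9 in edgeR's quasi-likelihood test. Phatr3_J54343, a histone acetyltransferase gene, was higher by 1.69 (standard error 0.13, adjusted p = 2.5e-10) and 1.74 (standard error 0.15, adjusted p = 1.5e-09) in edgeR. In red light Phatr3_J50848 differed by -0.46 (standard error 0.092, adjusted p = 5.7e-04) and -0.81 (standard error 0.10, adjusted p = 4.3e-06) in edgeR. With the median of ratios 24, 23 and 24 of the 43 genes lay below Ptaureo1a#8 at 0, 10 and 60 min, and 23, 25 and 23 below Ptaureo1a#9, while relative to the qPCR reference gene it was 32, 35 and 35, and 30, 38 and 38.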

Phatr3_EG00952.t1, Phatr3_EG01307.t1, Phatr3_EG01943.t1, Phatr3_EG02126.t1, Phatr3_EG02442.t1, Phatr3_J1785.t1, Phatr3_J2957.t1, Phatr3_J3062.t1, Phatr3_J4423.t1, Phatr3_J4821.t1, Phatr3_J8891.t1, Phatr3_J9278.t1, Phatr3_J11358.t1, Phatr3_J35869.t1, Phatr3_J41559.t1, Phatr3_J42892.t1, Phatr3_J42944.t1, Phatr3_J43274.t1, Phatr3_J43627.t1, Phatr3_J43708.t1, Phatr3_J43919.t1, Phatr3_J44745.t1, Phatr3_J44757.t1, Phatr3_J44807.t1, Phatr3_J45431.t1, Phatr3_J45548.t1, Phatr3_J45703.t1, Phatr3_J45764.t1, Phatr3_J45906.t1, Phatr3_J46372.t1, Phatr3_J47425.t1, Phatr3_J49800.t1, Phatr3_J50465.t1, Phatr3_J50482.t1, Phatr3_J50848.t1, Phatr3_J51026.t1, Phatr3_J51040.t1, Phatr3_J51345.t1, Phatr3_J51406.t1, Phatr3_J54343.t1, Phatr3_J54505.t1, Phatr3_Jdraft1647.t1, Phatr3_Jdraft292.t1

Supplemental Table S1: Primers used for qPCR analyses. Related to Figure S3. The gene names refer to the *Phaeodactylum* genome database Phatr3 (https://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index)

Name	Forward primer sequence	Reverse primer sequence
UDP-Glucose-Pyrophosphorylase (Phatr3_EG02613) - fw	5'-GTCTCGTCTCGGGTGATTCC-3'	
UDP-Glucose-Pyrophosphorylase - rev		5'-CGTCCCCCTTGACTGGCAA-3'
Glycerol-3-phosphate dehydrogenase (Phatr_36821) - fw	5'-TCATCGGTAGCGGTAAGTGG-3'	
Glycerol-3-phosphate dehydrogenase - rev		5'-ACCTGCGATTGAAAAAGGG-3'
HSF2 (Phatr3_J55070) - fw	5'-ATGACTTACGCATCTCCCAATA-3'	
HSF2 - rev		5'-GGGTCGGTCAGTAGTTTTCGAG-3'
Phatr3_J38559 - fw	5'-TACTTGGAACGTCTCGGTTCG-3'	
Phatr3_J38559 - rev		5'-TAGAAAGCGGTTGCCAAGAC-3'
Phatr3_J47943 - fw	5'-ATGCCGACACAGTCTACCG-3'	
Phatr3_J47943 - rev		5'-GGAGAGGTGGTTGTTGTTGC-3'

Transparent methods

Cultivation and harvesting of cells for RNA-Seq and qPCR

WT and PtAureo1a knockout strains K8 and K9 were cultured semi-continuously, in order to prevent nutrient limitation, as described in (Schellenberger Costa et al., 2013). The light intensity of blue and red light was adjusted to yield the same amount of photosynthetically absorbed radiation (Q_{phar} 10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$) according to (Gilbert et al., 2000). Cells were adapted to a 14h/10h day night cycle with red light (28 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$, 659 $\pm$ 11 nm) at 20°C for 10 days and then were shifted to blue light (18 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$, 469 $\pm$ 10 nm). Samples were taken at time point $t=0$ (red light) as well as 10 min and 60 min of blue light: 50 ml of cells were filtered onto 1.2 μm RTTP polycarbonate filters (Merck-Millipore, Darmstadt, Germany), flash-frozen in liquid nitrogen and stored at -80°C until further use in RNA-Seq experiments. For verification of the transcriptome data, the expression of some selected genes in the WT line, the two PtAureo1a KO strains K8 and K9, and the two Aureo1a complemented lines Aureo1a8 Co56 (= *Ptaureo1a#8-c*) and Aureo1a9 Co59 (= *Ptaureo1a#9-c*) were analyzed via qPCR. The latter two strains are described and characterized in (Madhuri et al., 2019). The strains were cultivated in Erlenmeyer flasks on an orbital shaker in an Algaetron incubation chamber (PSI, Czech Republic) for 10 days at 20°C and 28 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ of red light (636 nm) and then shifted to blue light (18 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$, 440 nm) for 10 min.

Sample preparation for RNA-Seq

RNA was extracted from the filtered cells using the PeqGOLD RNApure and PeqGOLD RNA extraction kits (VWR, Darmstadt, Germany). Potential contamination with residual DNA was removed by an on-column digest with the PeqGOLD DNase I digest kit (VWR). Extracted RNA was quality-controlled with a spectrophotometer, by separation on an agarose gel, as well as on a 2100 bioanalyzer (Agilent, Waldbronn, Germany). cDNA libraries were prepared from 1 μg RNA using the TruSeq™ RNA Sample Prep Kit v2 (Illumina Inc., San Diego, USA). cDNA library generation and sequencing were performed with the Illumina HiSeq2000 in the paired end mode.

Bioinformatical analyses of the sequencing data and statistical information

Transcript abundances were determined by mapping the reads against the *P. tricornutum* CCAP 1055/1 genome (Release 27, downloaded June 14, 2015) in Ensembl

(http://protists.ensembl.org/Phaeodactylum_tricornutum/Info/Index, cDNA) using the CLC genomics workbench (<https://www.qiagenbioinformatics.com/>) with default parameters. Downstream analysis was performed in R version 3.6.1 (www.r-project.org). Differential gene expression was determined using edgeR (Robinson et al., 2009) on raw counts in GLM Fit mode with subsequent common and tagwise dispersion estimation. Principal component analyses and k-means clustering was performed on Z-scores calculated from TPM values. Samples were called significantly different if adjusted P value was <0.05. Gene enrichment for the k-means clusters was determined via the Fishers exact test using hand curated Mapman categories. To this end, the coding sequences from the *P. tricornutum* genome were compared to their *Arabidopsis* counterpart via bidirectional BLAST and the corresponding Mapman categories used as a starting point. BLAST results as well as the final Mapman categories are provided in Supplementary Tables 3 and 4. All P-values were Benjamini-Hochberg corrected before further analysis (Benjamini and Hochberg, 1995). The complete RNA-Seq data is also provided in Supplementary Tables 3 and 4. The read data are deposited at the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE158698. PCA analyses in Fig. 1 and the hierarchical cluster analyses were performed using the CLC genomics workbench software. For Figs. 3-5, TPM values of selected genes were plotted and statistically analyzed using GraphPad Prism version 8.4.2 (San Diego, CA). Two-way ANOVA with comparing every mean with every other mean was performed including Tukey test to correct for multiple comparisons.

Quantitative Real Time PCR (q-PCR)

RNA isolation for qPCR analysis was performed as described above. cDNA was synthesized using the Primescript kit (Takara Bio Europe, France). qPCR was performed with a 7500 Fast RT-PCR system (Applied Biosystems, USA) using a 2-step protocol. Each strain was measured in biological triplicates, and, on top, each gene per sample was measured in technical triplicates. Cycle threshold values and gene amplification efficiencies were obtained by utilizing PCR Miner 4.0 (Zhao and Fernald, 2005). Relative transcript levels were calculated according to (Pfaffl, 2001; Pfaffl et al., 2002). As 18S was not stably expressed under RL to BL shift conditions, we tested four genes which were stable during the shift and used one of them i.e. Phatr3_J47943.t1 (accession no. NC_011683) as reference gene. Primer sequences for all tested genes are supplied in Supplementary Table 1. Significance was tested using the Pairwise Fixed Reallocation Randomization Test performed by REST 2006 with 2000 randomizations (Pfaffl et al., 2002).

References for Supplemental Information

- Benjamini, Y., and Hochberg, Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society: Series B (Methodological)* 57, 289-300.
- Gilbert, M., Domin, A., Becker, A., and Wilhelm, C. (2000). Estimation of Primary Productivity by Chlorophyll a in vivo Fluorescence in Freshwater Phytoplankton. *Photosynthetica* 38, 111-126.
- Madhuri, S., Río Bártulos, C., Serif, M., Lepetit, B., and Kroth, P.G. (2019). A strategy to complement PtAUREO1a in TALEN knockout strains of *Phaeodactylum tricornutum*. *Algal Research* 39, 101469.
- Matthijs, M., Fabris, M., Obata, T., Foubert, I., Franco-Zorrilla, J.M., Solano, R., Fernie, A.R., Vyverman, W., and Goossens, A. (2017). The transcription factor bZIP14 regulates the TCA cycle in the diatom *Phaeodactylum tricornutum*. *The EMBO Journal* 36, 1559-1576.
- Pfaffl, M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Research* 29, e45.
- Pfaffl, M.W., Horgan, G.W., and Dempfle, L. (2002). Relative expression software tool (REST©) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. *Nucleic Acids Research* 30, e36-e36.
- Rayko, E., Maumus, F., Maheswari, U., Jabbari, K., and Bowler, C. (2010). Transcription factor families inferred from genome sequences of photosynthetic stramenopiles. *New Phytol* 188, 52-66.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2009). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140.
- Schellenberger Costa, B., Sachse, M., Jungandreas, A., Bartulos, C.R., Gruber, A., Jakob, T., Kroth, P.G., and Wilhelm, C. (2013). Aureochrome 1a is involved in the photoacclimation of the diatom *Phaeodactylum tricornutum*. *PLOS ONE* 8, e74451.
- Zhao, S., and Fernald, R.D. (2005). Comprehensive Algorithm for Quantitative Real-Time Polymerase Chain Reaction. *Journal of Computational Biology* 12, 1047-1064.

How the deposited data were processed for this re-analysis (not part of the article)

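RNA of Phaeodactylum tricornutum was sequenced in 3 strains, WT, Ptaureo1a#8 and Ptaureo1a#9, at 3 times, in red light, 10 min into blue light and 60 min into it. These are 9 groups with 24 biological samples and 30 runs. The raw count values per gene were made by the authors, who mapped the reads to the Ensembl cDNA of the Phatr3 gene models with the CLC genomics workbench at default parameters. The processing notes of the samples name CASAVA 1.8. The counts are used as deposited. The TPM values, read shares per gene length, were also computed by the authors from the same mapping and used as deposited. Both were given per run, with replicates and technical runs not pooled. Of the listed genes 6987 carry a description and 5311 a bare identifier, and 12180 have at least 1 read. The version of the mapping software is not stated. The paper names the HiSeq2000 and the sample labels also a second HiSeq model, without saying which samples ran on which, so whether the platform parts the strains is not known.

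The 2 runs of each Ptaureo1a#9 replicate were summed for counts and averaged for TPM, with the first number of the sample label as the replicate. A run held 22337365 to 44971467 reads. In pairs of libraries of a group, log2 counts per total correlated with r of 0.935 to 0.995. Counts were filtered by group with the default of edgeR, which left 11464 genes, scaled by TMM, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in a model of the 9 groups without further terms. The light responses, the strains in red light and the 4 interactions of strain and time make 14 comparisons. Each was adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.01, as for the numbers of genes in the paper, whose methods also name 0.05. WT and mutants were also compared at each time for the histone-modifying genes of the supplement. Samples of WT and Ptaureo1a#8 with the same replicate number deviate together from the group means, with correlations of 0.24 to 0.62 in the WT and 0.34 to 0.87 in Ptaureo1a#8, where the highest correlation between different numbers was 0.069 and 0.35. The numbers, taken from the sample labels, therefore pair these samples. This is less clear between 0 and 60 min in Ptaureo1a#8, where 0.349 between different numbers exceeded the lowest value of 0.345 for the same number. The model was fixed without a block, as the methods of the study name none, and the block was an alternative. The study does not state its design formula.

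Principal components were computed on z-scores of TPM per gene over the 24 samples, and k-means with 8 clusters and 50 starts on z-scores of the 9 group means, with scikit-learn 1.9.0 in Python 3.11.15. Gene lists were fixed as text patterns on gene descriptions, 40 in all, of which 39 had enough members for the camera test of limma 3.58.1. Camera was run with a preset correlation of 0.01 and with an estimated correlation, adjusted over 546 pairs of list and comparison. Up and down members were counted at the threshold over all genes and adjusted over the list alone. Transcription factors and their families come from the supplementary table of the authors, whose values had been seen. The response of the mutants was described as the slope of their log2-fold changes on those of the WT.

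Genes named in the text were chosen by a rule. It takes each gene the paper names with an identifier, and for each comparison the 10 genes up and 10 down with the largest change that passed. These had to have a mean TPM of at least 10 in the higher group, the same direction in every pair of libraries and an informative name or description, with at most 2 bare identifiers per direction. It also takes the 2 to 4 members of each list with the largest change. Symbols of 566 genes came from the reference table by locus number.

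Alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, total counts, upper quartile, median of ratios and the qPCR reference gene as scalings, and limma on log2 TPM with a pseudocount of 1 or 0.1. Further ones were no filter or at least 10 counts in every library, a threshold of 0.05 or an added 2-fold minimum, only the compared groups, each library left out, the replicate block, single runs of Ptaureo1a#9, and replicates 1 and 2 alone. Merging the runs of Ptaureo1a#9 by the second number of the label was added after the values were seen, as were ranks of factors and interactions of named genes with each library left out.

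The test was also tested on simulated data, with changes of known size put into counts drawn from the WT red light means, the estimated dispersions and the real library totals. For the WT at 10 min it found 43.3%, 79.1% and 95.5% of genes changed 1.5-, 2- and 4-fold, with 1 false call among 11255 genes. For Ptaureo1a#8 at 10 min it found 40.3%, 77.6% and 100%, with 5 false calls among 11248 genes. For Ptaureo1a#9 at 10 min it found 28.4%, 64.2% and 95.5%, with 1 false call among 11248. For Ptaureo1a#8 against the WT it found 37.3%, 86.6% and 98.5%, with 2 false calls among 11246. For the 10 min interaction of Ptaureo1a#8 it found 9.0%, 58.2% and 93.9%, with 0 false calls among 11252. A simulated slope of 0.2 was found as 0.199. In each comparison only 67, 67 and 66 genes were changed 1.5-, 2- and 4-fold, up and down in turn, among better counted genes. So few balanced changes leave the scaling untested. In the WT at 10 min 74.15% of genes passed and the scalings differ by 1.10 log2 units, so these numbers do not give the false calls there.

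Reads were not mapped again, and the qPCR, PtCPF4, PtCPD4, PtCryP and PtHeR were not analysed here, the latter 4 because no identifier pairs with the name. Of the 214 entries in the table of transcription factors 3 have no identifier in the count table and were left out. Numerical work also used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.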

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

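The tests of the shared change in both lines, of the mutants' median at 10 min, of the median without 500 or 1000 genes and of the genes of Ptaureo1a#9 were chosen only after the result was seen. The others were written down before.

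The light response differed between WT and mutants in many of the 11464 genes tested. By the interaction test of edgeR 7560 genes differed at 10 min for Ptaureo1a#8 and 7264 for Ptaureo1a#9, and 6384 and 5702 at 60 min. With the WT and Ptaureo1a#8 labels regrouped within each time, fitted on these libraries alone, the real grouping gave 6863 genes at 10 min, and 4 of 100 groupings, itself included, reached as many, with 8405 as the highest other. At 60 min it gave 5969, and 1 of 100, the real one, reached it, with 5712 as the highest other. High values came from groupings that keep the 2 strains' blue light samples apart, 12 at 10 min with 6077 to 8405 genes and 14 at 60 min with 4563 to 5712. The remaining ones reached at most 0 and 3, so regrouping alone cannot set a different response apart from the strain difference in blue light. Fitted on the compared groups alone, WT and Ptaureo1a#8 differed in 1661 genes in red light, 8538 at 10 min and 7707 at 60 min. These numbers argue against a strain difference that is alike in red and blue light.

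Comparisons of 3 with 3 libraries have only 10 groupings, too few for a share under 0.05. In each of them 1 grouping, the real one, gave the most genes, and the highest other gave 0. The real numbers were 7149 for the WT at 10 min, 5390 at 60 min, 7584 between 10 and 60 min, 340 for Ptaureo1a#8 at 10 min, 1353 at 60 min and 1661 for Ptaureo1a#8 against the WT in red light. For transcription factors they were 148, 93 and 152 in the WT, and 26 and 43 in Ptaureo1a#8. For histone-modifying genes between WT and Ptaureo1a#8 they were 4, 32 and 28 at 0, 10 and 60 min. The light comparisons within a strain have 3 other groupings that part as many replicate pairs as the real one, and these also gave 0.

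On total counts the median gene fell in the WT after 10 min, by 1.41 log2 units. Without the 20 genes that gained most reads, 1.57% of reads in red light and 12.1% after 10 min, the median of the others was -1.25, which speaks against a few abundant genes as the cause. Without the 500 that gained most, 10.3% of reads in red light and 47.2% after 10 min, it was -0.73. Without 1000, with 14.4% and 57.0% of reads, it was -0.58, so a large group of rising genes holds part of the shift in read shares. Genes chosen by their gain raise the median of the rest by construction. Medians of 4 length classes of genes were -1.20 at the highest, against a length bias. In the mutants the median was -0.042 in Ptaureo1a#8 and 0.010 in Ptaureo1a#9, as a response that needs PtAureo1a would give, but RNA per cell was not measured.

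At 60 min the mutants' changes ran against those of the WT, with slopes of -0.103 in Ptaureo1a#8 and -0.070 in Ptaureo1a#9. After removal of trends with gene length and expression the correlation in Ptaureo1a#8 was -0.43, about as before, which speaks against such trends. Without any single Ptaureo1a#8 library the slope stayed at -0.093 or lower. Across all genes the 60 min changes of the 2 lines correlated at 0.74, so a change with time or light that both lines share may underlie the pattern. Time in blue light and time of day were not separated.

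In red light 84 genes were at least 8-fold higher in Ptaureo1a#9 than in both other strains, and 20 at least 8-fold lower. Of the 84, 22 had under 1 TPM in every WT and Ptaureo1a#8 group and over 10 TPM in every Ptaureo1a#9 group. Reads shared between near-identical copies may explain some, but the test cannot decide it. Of 24 described genes 8, 33.3%, share their description with a gene lower in Ptaureo1a#9 than in the WT. As 21.1% of all tested genes were lower there, such partners are common, and the rate for other described genes was not computed. Of the 24, 0 have such a partner of about the same length, and the form of this test was changed after that. The lowest median log2 ratio over the 12 runs was 4.11, so no single run carries the genes. A batch that holds all runs of this line remains open, as the sample labels name the HiSeq 2000 and a second HiSeq model without saying which samples ran on which.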

How the results depend on the processing

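No alternative here was chosen after its result was seen except the merging of the Ptaureo1a#9 runs by the second label number, and the left-out libraries for ranks of factors and for interactions of named genes, which stand beside those results. Unless the construction of a setting shows it, the cause of a shift was not tested. Numbers are of genes that passed, and the main value stands after "against".

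With a 2-fold minimum the WT had 3529 genes at 60 min against 6987, Ptaureo1a#8 116 and 246 at 10 and 60 min against 272 and 1139, and Ptaureo1a#9 36 and 50 against 60 and 103. In red light 1119 genes differed between Ptaureo1a#8 and WT against 3483, 1900 between Ptaureo1a#9 and WT against 5137, and 1275 between the lines against 4274. The 60 min response of Ptaureo1a#8 differed in 4094 genes against 6384. Of transcription factors 70 changed in the WT at 60 min against 131, and 7 in Ptaureo1a#8 at 60 min against 26. At a threshold of 0.05 Ptaureo1a#8 had 469 and 2080 genes and 29 and 48 factors, and Ptaureo1a#9 112 and 400 genes and 4 and 12 factors.

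In the following settings the factors of Ptaureo1a#8 stand against 18 and 26, and those of Ptaureo1a#9 against 1 and 5. DESeq2 gave 475 genes for Ptaureo1a#8 at 10 min and 29 and 43 factors, and 149 and 393 genes and 7 and 15 factors for Ptaureo1a#9. The likelihood ratio test of edgeR gave 121 and 346 genes and 7 and 9 factors for Ptaureo1a#9. With only the groups compared, Ptaureo1a#9 had 125 genes at 10 min and 12 and 9 factors, Ptaureo1a#8 43 factors at 60 min, and in red light 1661 and 1489 genes differed from the WT in Ptaureo1a#8 and Ptaureo1a#9. With replicates 1 and 2 only, Ptaureo1a#9 had 98 and 394 genes and 4 and 10 factors. With the first or second technical run alone it had 55 and 66 genes at 60 min, and with the runs merged by the second number 2 factors at 10 min.

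Scaled to Phatr3_J47943, Ptaureo1a#8 had 738 genes at 10 min and 39 and 44 factors, Ptaureo1a#9 226 and 407 genes and 10 and 20 factors, and 35 and 38 histone-modifying genes lay lower in the WT at 60 min than in Ptaureo1a#8 and Ptaureo1a#9, against 23 each. It turned PtbZIP14 and PtDPH1 at 10 min in the WT from 0.24 each, which did not pass, to -0.50 and -0.52, which passed. PtbZIP18 at 60 min went from 0.47, which passed, to -0.025, which did not. On total counts PtbZIP14 was -0.86, PtDPH1 -0.88 and the reference gene Phatr3_J47943 itself -0.35 against 0.75, by the 1.10 log2 units that part the 2 scalings for every gene. Total counts also gave 11 lists past camera for 60 against 10 min against 7, and a 10 min slope of 0.0445 for Ptaureo1a#9 against 0.0428. With limma on log2(TPM + 1) the 3 genes were -0.73, -0.78 and -0.28, and with log2(TPM + 0.1) -0.77, -0.83 and -0.28. The same units gave 67 and 55 genes for Ptaureo1a#9 at 60 min, 5730 and 5527 genes for Ptaureo1a#8 against the WT, and 38 histone-modifying genes lower in the WT than in Ptaureo1a#8 at 0 min with each, against 25.

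With replicate number as a block, the WT had 9373 genes at 10 min against 8501, 8322 at 60 min against 6987 and 9290 between these times against 8495. The response of Ptaureo1a#8 then differed in 8666 and 7875 genes against 7560 and 6384, and that of Ptaureo1a#9 in 8520 and 7422 against 7264 and 5702. Ptaureo1a#8 had 693 and 2919 genes and 36 and 62 factors. Ptaureo1a#9, where 2 pairs are too few to show a pairing (correlations of 0.39 to 0.70), had 213 and 1179 genes and 10 and 25 factors. Its single runs with the same label numbers did deviate together between times, with correlations of 0.36 to 0.79. A block within a strain cannot give the comparisons between strains. The block ended the calls of PtbZIP10 in the WT at 60 min and of Phatr3_J49336 in 3 interactions. It added PtDPH1 at 60 min and HSF2 at 10 and 60 min in Ptaureo1a#8, and PtbHLH1b at both times and PtPSR at 10 min in Ptaureo1a#9. Among the results compared it changed no other call.

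With an estimated correlation 0 lists passed camera in every comparison. With the preset it was 6, 8 and 7 in the WT (10 min, 60 min and between them), 5 and 7 in Ptaureo1a#8, 3 and 7 in Ptaureo1a#9, 9 and 9 for these lines against the WT in red light, 6 and 6 for the 10 min interactions and 8 and 8 for those at 60 min.

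Component 1 held 63.1% with log2(TPM + 1) against 45.9%, and component 2 23.7% with TMM counts against 19.2%. The share of genes in clusters lower at 10 min in the WT was 83.3%, and 63.4% on TMM counts, 80.2% with WT means, 86.7% with 6 and 81.1% with 10 clusters.

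With a library left out, the counts were 169 to 257 and 593 to 1150 genes for Ptaureo1a#8 at 10 and 60 min, 21 to 38 and 22 to 37 for Ptaureo1a#9, 2762 to 5600 for Ptaureo1a#9 against the WT and 1767 to 4071 against Ptaureo1a#8. Factors were 13 to 25 in Ptaureo1a#8 at 60 min, and 0 to 0 and 2 to 4 in Ptaureo1a#9. For Ptaureo1a#8 the omissions beyond 1.5 times are red light replicates 2 and 3, 10 min replicate 1 and 60 min replicates 1 and 2. For Ptaureo1a#9 they are every library in its light responses and red light replicate 2 in the strain comparisons.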

Differences from the paper's values

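Fig. S4 of the paper gives differences of 43 histone-modifying genes between WT and mutants; its values were read by eye. For Ptaureo1a#8 at 0 min the paper has about 5 genes higher in the WT and about 38 lower, and 18 and 25 were found here. The paper's mean difference there is about -0.39, and -0.041 was found. For Ptaureo1a#8 at 10 min the paper has about 6 genes higher, and 16 were found, with a mean of about -1.9 in the paper against -0.49. At 60 min the paper's mean is about -0.54 against -0.15. For Ptaureo1a#9 the paper's means are about -0.33, about -1.8 and about -0.5 at 0, 10 and 60 min, against -0.14, -0.59 and -0.23, and at 10 min the paper has about 5 genes higher against 16. With limma on log2(TPM + 0.1) all of these come within those limits except the mean of Ptaureo1a#8 at 10 min, and with log2(TPM + 1) all but the 2 means at 10 min. Total counts and the reference gene match the counts of higher genes at 10 min and of lower genes in Ptaureo1a#8 at 0 min, and the mean of Ptaureo1a#9 at 10 min, and the reference gene also the mean of Ptaureo1a#9 at 0 min. The upper quartile comes within the limits only for the lower genes of Ptaureo1a#8 at 0 min, with 29 against about 38. Total counts and the reference gene gave 32 there. For the mean of Ptaureo1a#8 at 10 min no alternative matches. Fig. S3 has a log2 ratio of HSF2 in the WT at 10 min of about -3.9, where the ratio of mean TPM is -5.40 with an SD of 0.47 over replicates, and no alternative applies.

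The other values of the paper that were set beside a result differed by less than 1.5 times, or for log2 values by less than the replicate spread or 0.05. Among them the paper has 10854 differentially expressed genes without naming the comparisons. Here 10072 passed in any WT comparison, 10103 in any of the 7 light comparisons and 11094 in any of all 14.

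In direction the following differ. The paper has a higher number of genes that rise after 10 min and of genes that fall after 60 min, which can be read within a time or between the times. Within 10 min more genes fell than rose in every setting, 5065 against 3436, unlike the paper. Within 60 min 3499 fell and 3488 rose, and 2005 and 1524 with a 2-fold minimum, which goes the paper's way. Between the times, 3436 rose at 10 min and 3488 at 60 min. The paper's way went 2428 and 1524 with a 2-fold minimum, and 4148 and 3598 with DESeq2. So did 4049 and 3447 with the median of ratios, and 2172 and 1675 relative to the qPCR reference gene. The other way went 1796 and 2970 on total counts, and 2570 and 3134 with the upper quartile. So did 3832 and 4113 with replicate number as a block, and 1857 and 3199 with limma on log2(TPM + 1). Fewer genes fell at 60 than at 10 min in every setting. For Fig. S2 the paper describes more rising than falling genes at 10 min in most factor families, zinc finger and heat shock factors excepted. Of Myb factors 9 rose and 15 fell here, 11 and 10 with the median of ratios, and 9 and 17 in the paper's Table 1. The paper's way went bZIP factors with 12 and 6, bHLH factors with 3 and 2 and sigma-70 factors with 7 and 1.

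The paper describes expression of PtAureo1a as abolished in both lines. Its reads were counted in every mutant sample, at 62.0 TPM in Ptaureo1a#8 and 66.7 TPM in Ptaureo1a#9 in red light. Whether these transcripts carry the edits was not analysed and protein was not measured, so the reads do not bear on loss of the receptor. For that the paper refers to earlier work on the edited lines and to complementation.

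The paper calls the response of the lines very similar and weaker, in contrast to the WT, which may mean that the lines resemble each other. Its Fig. S1 calls the volcano plots of the lines similar in pattern and much weaker, whereas the counts here follow the direction of single genes. The response was weaker, and at 10 min 183 of 241 genes called in both the WT and Ptaureo1a#8 went the same way, but at 60 min 828 of 971 went the opposite way. In Ptaureo1a#9 50 of 56 went the same way at 10 min, and 39 the same and 47 the opposite way at 60 min.

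The paper reports DPH1 as inhibited in the WT by blue light. At 10 min its change was 0.24 with TMM, did not pass, and is negative on TPM and total counts, while at 60 min it fell.

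The paper finds the level of PtAureo1a in red light not particularly high among transcription factors. It ranked 11 of 208, at 8.16 times the median.

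The paper describes transcription factors as virtually absent in the mutants in red light. By the limits used here 0 were.

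The paper describes PtbZIP10 as not induced in the mutants and as lower in the WT after 60 min. The 60 min fall passed with 3 red light libraries and did not pass without the first. In the mutants no change passed, though mean TPM rose at 10 min from 91.3 to 152 in Ptaureo1a#8 and from 53.1 to 91.2 in Ptaureo1a#9. The spread in these tests is shared with the unlike WT libraries, so the missing calls do not show that the gene stayed unchanged. The 10 min interactions, -1.71 in Ptaureo1a#8 and -1.79 in Ptaureo1a#9, did not pass with all libraries, and passed without that library, at -2.93 and -3.01.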

Other observations

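This observation was made after the values were seen, and the omission of each library was fixed before.

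The first red light library of the WT stands apart in PtbZIP10, with 1694 TPM against 438 and 197 in the other 2, where all 10 min libraries lie at 1881 to 2242. Without it the 60 min change of PtbZIP10 was -0.47 and did not pass, and the 10 min change was 3.68. dsCYC2 had 438, 35.0 and 7.23 TPM in the same 3 libraries. A different state of this culture at sampling was not tested.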
